# Interrupted reprogramming of alveolar type II cells induces progenitor-like cells that ameliorate pulmonary fibrosis

**DOI:** 10.1038/s41536-018-0052-5

**Published:** 2018-09-04

**Authors:** Li Guo, Golnaz Karoubi, Pascal Duchesneau, Fabio Gava Aoki, Maria V. Shutova, Ian Rogers, Andras Nagy, Thomas K. Waddell

## Abstract

We describe here an interrupted reprogramming strategy to generate “induced progenitor-like (iPL) cells” from alveolar epithelial type II (AEC-II) cells. A carefully defined period of transient expression of reprogramming factors (Oct4, Sox2, Klf4, and c-Myc (OSKM)) is able to rescue the limited in vitro clonogenic capacity of AEC-II cells, potentially by activation of a bipotential progenitor-like state. Importantly, our results demonstrate that interrupted reprogramming results in controlled expansion of cell numbers yet preservation of the differentiation pathway to the alveolar epithelial lineage. When transplanted to the injured lungs, AEC-II-iPL cells are retained in the lung and ameliorate bleomycin-induced pulmonary fibrosis. Interrupted reprogramming can be used as an alternative approach to produce highly specified functional therapeutic cell populations and may lead to significant advances in regenerative medicine.

**Electronic supplementary material:**

**Supplementary information** accompanies the paper on the *npj Regenerative Medicine* website (10.1038/s41536-018-0052-5).

## Pulmonary fibrosis: “Interrupted” reprogramming of lung cells shows therapeutic promise in mice

A modified reprogramming strategy helps expand populations of surfactant-producing lung cells in a dish without altering their cellular function. A team led by Thomas Waddell and Andras Nagy from the University of Toronto, Canada isolated alveolar type II cells from the lungs of mice. They transiently induced expression of four reprogramming factors in these cells for a defined period of time. Before this “interrupted” reprogramming, the lung cells had limited ability to continue replicating themselves. Afterwards, the cells could expand their numbers dramatically without entering a pluripotent state. Rather, the cells maintained their original function while also expressing genes associated with lung precursor cells, which could explain their proliferative ability. The cells, when transplanted into the injured lungs, helped ameliorate pulmonary fibrosis in a mouse model, suggesting that a similar cell-based therapy may be useful in people.

**Electronic supplementary material:**

**Supplementary information** accompanies the paper on the *npj Regenerative Medicine* website (10.1038/s41536-018-0052-5).

## Introduction

In the normal adult lung, the alveolar epithelium is composed of two major cell types, the alveolar epithelial type I (AEC-I) and alveolar epithelial type II (AEC-II) cells. It is generally thought that the squamous AEC-I cells are terminally differentiated cells that interface with pulmonary capillaries and cover >90% of the alveolar surface where the exchange of CO_2_/O_2_ takes place.^1^ In contrast, AEC-II cells are small cuboidal cells located in the corners of alveoli that cover only 5% of the alveolar surface. They are multifunctional cells that produce, secrete, and recycle pulmonary surfactants; regulate alveolar fluid balance; and synthesize and secrete a number of immune-modulatory proteins involved in host defense.^2^ Importantly, a subset of surfactant protein C-positive (SPC^+^) AEC-II cells serve as regional progenitors in the alveoli and differentiate into AEC-I cells, playing a crucial role in replenishing the alveolar epithelial barrier during both homeostasis and repair after injury.^3–5^

Impaired regeneration of injured alveolar epithelium has been observed in fibrotic interstitial lung diseases, including idiopathic pulmonary fibrosis (IPF). IPF is an irreversible, fatal interstitial lung disease with death occurring in most patients within 5 years of diagnosis. While not completely understood, increasing evidence suggests that the pathogenesis of IPF may be driven by alveolar epithelial cell dysfunction, followed by aberrant regeneration of epithelium, persistent activation of fibroblasts, and alterations in epithelial–mesenchymal communication with the extracellular matrix (ECM), together resulting in disruption of architecture and progressive loss of lung function.^6–8^ Currently, medical therapy for IPF is limited and lung transplantation is the only option for patients with end-stage IPF.^9,10^

A growing body of evidence describes putative progenitor cell populations in the distal lung that function to replenish or repair damaged epithelium.^5,11–16^ However, these cells are rare, which limits their expansion, and they usually change rapidly upon in vitro culture.^17–20^ Importantly, in several disease or injury states, endogenous progenitors are limited in number and function.^21^ Thus recent focus has been placed on using cell-based therapeutic approaches for ameliorating fibrosis via a cell replacement strategy. Tremendous efforts have been made in application of bone marrow cells (BMCs),^22–24^ mesenchymal stromal cells (MSCs)^25–28^ and respiratory epithelial cells differentiated from pluripotent sources such as embryonic stem and induced pluripotent stem cells (ESCs and iPSCs, respectively).^29–32^ Among these, MSCs have advantages as a practical source for use in cell-based therapies for lung disease. The vast majority of studies report some biological effects after MSC delivery during the early inflammatory phase of bleomycin (BLM)-induced pulmonary fibrosis. However, low levels of cell engraftment or retention suggest paracrine-based mechanisms of action responsible for repair.^27,33,34^ In contrast, freshly isolated AEC-II cells appear to be effective even after administration in later stages of IPF where fibrosis is prevalent.^35,36^ However, the practical usages of freshly isolated AEC-II cells are limited by donor availability and maintenance in culture.^19,20^ Despite recent progress in obtaining distal epithelial cells from directed differentiation of ESC and iPSCs,^29–32^ protocols remain limited by yield and purity of AEC-II cells. Furthermore, the pluripotent nature of ESC and iPSCs still present a potential risk of tumorigenicity, which must be addressed for clinical applicability.^37,38^ Regardless of cell source, for most cell therapy applications, the cells will need externally controllable proliferative capacity to maintain homeostasis or respond to injury.

We present an interrupted reprogramming strategy that provides an alternative approach to generate a functional AEC-II population with high purity. We took advantage of the rapid induction of cell proliferation and residual epigenetic “memory” retained during the early phase of reprogramming^39–46^ to create cells we have termed “induced progenitor-like (iPL) cells.” We achieved this by optimizing and carefully controlling the duration of transient expression of iPSC reprogramming factors (Oct4, Sox2, Klf4, and c-Myc (OSKM)), turning off their expression prior to reaching independent pluripotency. Interrupted reprogramming allows controlled expansion yet preservation of AEC-II lineage commitment and rescues the limited in vitro clonogenic capacity of AEC-II cells. Importantly, iPL cells derived from AEC-II cells ameliorate BLM-induced pulmonary fibrosis in vivo. The ability to produce highly specified therapeutic cell populations retaining critical functions may have significant implications for cell-based therapies.

## Results

### Interrupted reprogramming rescues the limited clonogenic capacity of AEC-II cells while achieving expansion

AEC-II cells play a central role in alveolar epithelial repair and regeneration. In vitro, although AEC-II cells can give rise to alveolar-like colonies, they possess limited clonogenic capacity that decreases with passaging.^47^ Importantly, their number and function decline with age and in certain pathological conditions,^48,49^ including IPF.^50^ To determine whether interrupted reprogramming is able to rescue the in vitro limited clonogenic capacity of AEC-II cells, we isolated AEC-II cells from R26-rtTA/Col1a1::tetO-4F2A double transgenic mice^51^ enabling expression of OSKM following treatment with doxycycline (Dox). AEC-II cells were isolated using a modified elastase-based protocol and characterized using anti-CD74^52^ in addition to the classical AEC-II marker anti-SPC. Flow cytometric analysis of freshly isolated cells showed that >95% of CD45^neg^CD31^neg^EpCAM^pos^ AEC-II cells expressed both markers (Fig. 1a, b). Isolated AEC-II cells gave rise to colonies when cultured in a Matrigel-based three-dimensional culture system (Fig. 1c). Consistent with previous reports,^47^ there was a gradual reduction in colony-forming efficiency (CFU%) with passaging (Fig. 1d—ND groups). We optimized iPL cell induction conditions for AEC-II cells and found an initial 2 weeks of culture without Dox (ND) prior to Dox treatment (+D) (named “late induction”) appeared advantageous. Induction of AEC-II cells (2W^ND^ + 2W^+D^) significantly increased the CFU% and total number of cells (Fig. 1d–f). Subsequent withdrawal of Dox for 2 weeks (2W^ND^ + 2W^+D^ + 2W^−D^) resulted in a decrease in transgene OSKM (mCol4F2A) expression (Fig. 1g) and a decrease in CFU%. However, the colonies that did develop were larger and numerous adherent epithelial-like cells were observed, likely contributing to the increased total number of cells obtained (Fig. 1d, e). Overall, this resulted in a 100-fold cell expansion (Fig. 1f). Non-treated AEC-II cells gradually lost their phenotype with passaging, possibly due to the differentiation to AEC-I-like cells. In contrast, the AEC-II phenotype was well preserved in the 2W^ND^ + 2W^+D^ induced cells, even after withdrawal of Dox for 2 weeks (2W^ND^ + 2W^+D^ + 2W^−^^D^) (Fig. 1d, h). This data showed that interrupted reprogramming of AEC-II is able to rescue the limited passaging capacity of AEC-II colonies and efficiently expand cells while preserving AEC-II lineage commitment.

**Fig. 1:**
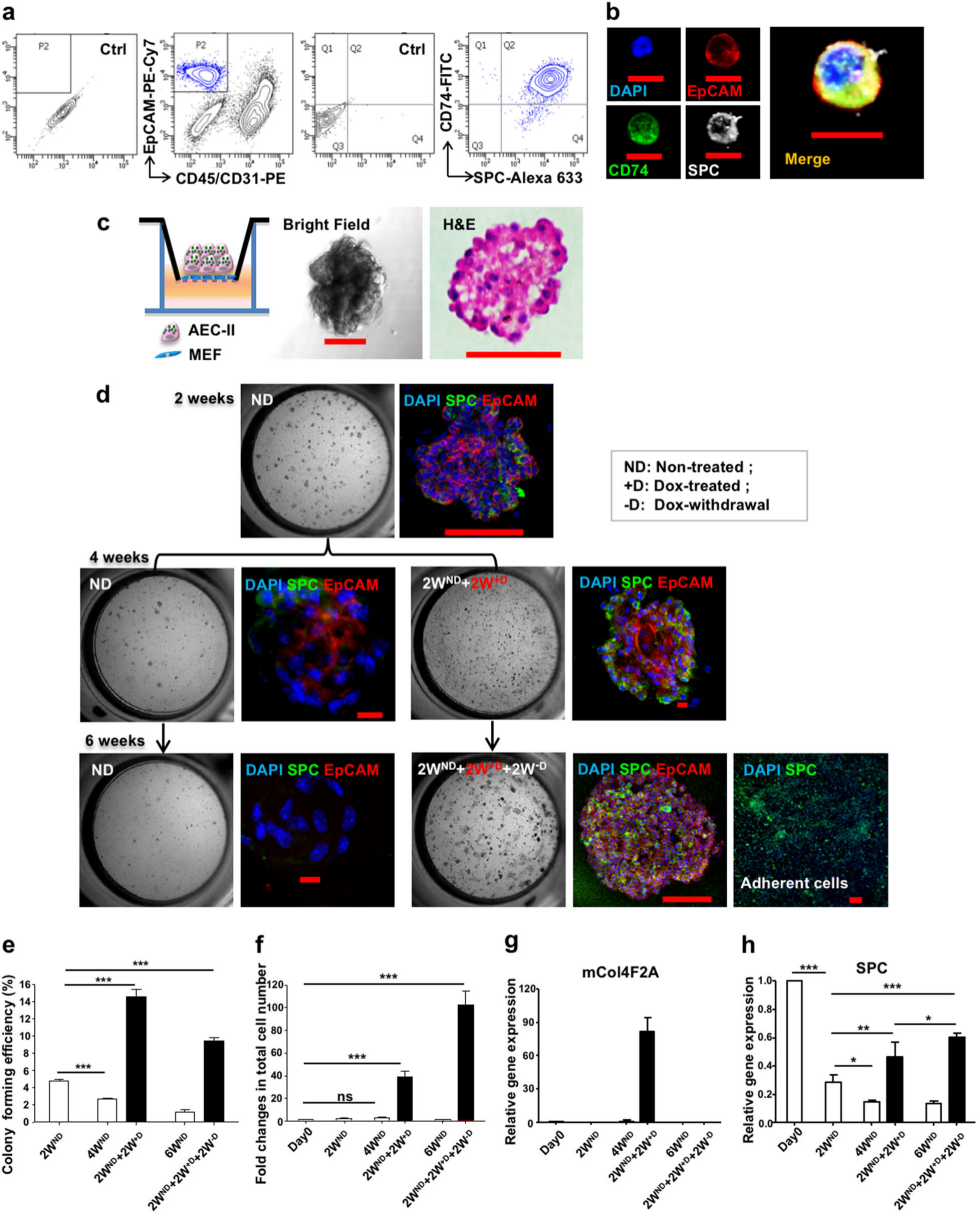
Interrupted reprogramming rescues the in vitro limited clonogenic capacity of AEC-II cells while achieving expansion in cell numbers. **a** Flow cytometric analysis of freshly isolated lung cells using a modified elastase-based protocol, showing epithelial cells marked with antibodies specific for SPC and CD74. Over 95% of EpCAM^+^, CD45^−^, CD31^−^ cells are AEC-II cells co-expressing SPC and CD74. **b** Freshly isolated AEC-II cells express EpCAM (red), CD74 (green), and SPC (gray); nuclei are stained with DAPI (blue). **c** Isolated AEC-II cells are able to give rise to colonies in a Matrigel-based 3D culture system. Light microscopy bright-field images and H&E staining are shown. **d** The left panel shows bright-field images depicting the generation of colonies in the absence (ND), presence of Dox (+D), and upon subsequent Dox-withdrawal (−D). The right panel shows confocal microscopic images of colonies obtained from each condition, showing nuclear stain DAPI (blue), SPC (green), and EpCAM (red). The colony-forming efficiency (**e**) and the fold changes in total cell number (**f**) shown relative to day 0 seeded cells (5000 cells/well). Expression levels of **g** mCol4F2A and **h** SPC in cells obtained from each condition, as measured by qRT-PCR comparing fold differences in the expression in day 0 freshly isolated AEC-II cells. In **a**, data are representative of a minimum of three biological replicates. For **e**–**h**, values are mean ± S.D. of three independent biological replicates. *p < 0.05; **p < 0.001; ***p < 0.0001. Scale bar, 10 µm (**b**, **d**); 50 µm (**c**—H&E); 100 µm (**c**—bright field and **d**)

### Interrupted reprogramming allows preservation of AEC-II lineage commitment without traversing the pluripotent state

To evaluate the extent of reprogramming of the cells, we cultured AEC-II cells derived from R26-rtTA/Col1a1::tetO-4F2A;Oct4-GFP mice^53^ in which the activation of endogenous Oct4 could be monitored by green fluorescent protein (GFP) expression. Flow cytometric analysis represented Oct4-GFP expression in the overall bulk population under different conditions, while immunostaining panels are focused on a few selected Oct-GFP^+^ colonies for detection of the activation of other pluripotency markers and SPC expression. AEC-II cells treated with Dox for ≥3 weeks resulted in the presence of Dox-independent Oct4-GFP cells (Fig. 2a) expressing the pluripotency markers: Nanog and SSEA-1 (Fig. 2c, d). In contrast, AEC-II cells cultured in the presence of Dox for only 2 weeks (2W^ND^ + 2W^+D^) cells did not contain any Oct4-GFP^+^ cells and showed no expression of other pluripotency markers (Fig. 2a, b). We assessed the ability of induced AEC-II cells to return to their original AEC-Il phenotype following withdrawal of Dox. Withdrawal of Dox after a 2-week induction (2W^ND^ + 2W^+D^ + 2W^−D^) resulted in Oct4-GFP^−^SPC^+^ colonies showing the return to the AEC-II phenotype (Fig. 2e). In contrast, colonies obtained upon Dox withdrawal after ≥3 weeks' induction (2W^ND^ + 3W^+D^ + 2W^−^^D^, 2W^ND^ + 4W^+D^ + 2W^−D^) contained Oct4-GFP cells and fewer SPC^+^ cells suggesting that subsets of ≥3 week induced cells had already passed the point of no return (Fig. 2f, g). 

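Gene expression was measured on 5 Affymetrix Mouse Gene 2.0 ST arrays, with 1 array for each condition. The Day0 array holds freshly isolated AEC-II cells, which the paper's protocol sorts as CD45 negCD31 negEpCAM pos cells. The 2W ND array holds cells grown for 2 weeks without Dox in Matrigel, on filter inserts coated with mouse embryonic fibroblast (MEF) feeders. For the 2W ND + 2W +D array, these cells were passaged and given Dox for 2 weeks, which switches on the OSKM transgenes. The methods place the Dox step of passaged cells in ES medium and the 2 weeks before it in epithelial-specific medium, so the medium also differs between these arrays. The 2W ND + 2W +D + 2W -D array holds cells kept without Dox for 2 more weeks, 6 weeks after isolation. The legend of Fig. 3e has such colonies passaged, and the medium of this step is not stated. No array holds cells cultured equally long without any Dox. The fifth array holds iPS cells, whose origin the text does not give. The methods state that equal amounts of RNA from 3 separate samples in each group were used, but not whether these were combined on 1 array or whether feeder cells were removed first. The authors deposited log2 expression values for 41345 probes, made with Affymetrix Expression Console by an algorithm that is not named. The arrays have medians from 4.71 to 4.83, and the values run from 1.25 to 13.58. Of the probes, 23521 are paired with exactly 1 gene symbol, and the probe with the highest mean was taken for each of 22180 genes. The 15436 genes that reach 4.78, the median of all values, on at least 1 array were compared. Each comparison is the difference between the log2 values of 2 arrays, so that a difference of 1 is 2-fold. Where 1 of the 2 arrays lies below 4.78, the fold of a named gene is counted from 4.78 and given as at least that much. Counts of list genes use the values as deposited, and where raising every value below 4.78 to it, a step chosen after seeing the data, changes a count given, the second count follows as counted from 4.78. With 1 array per condition, the differences have no replicate check and no test was run. The smallest robust spread of the differences between any pair of arrays was 0.23, that between 2W ND and 2W ND + 2W +D + 2W -D, an upper limit for the array error of most genes. Gene lists for cell types and pathways were fixed before the data were examined. The median difference of some lists is given with its percentile among 10000 random lists of the same size and a like mean level, which describes these arrays only.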

The ability of these cells to return to the original phenotype was also evaluated using genome-wide transcriptional profiling (Fig. 2h). There were significant changes simply related to the adaptation to in vitro culture. 

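After 2 weeks of culture, genes that mark AEC-II cells were lower than in freshly isolated cells. Of 22 AEC-II genes, 16 were at least 2-fold lower in 2W ND than in Day0, 6 were within 2-fold and none was higher. Their median log2 difference was -1.45, below all 10000 random lists. Lyz1, a lysozyme gene, was 82.3-fold lower. Etv5, a transcription factor of AEC-II cells, was 13.8-fold lower. Sftpa1, which encodes surfactant protein A, was 11.5-fold lower, and Lamp3, a lamellar body gene, was 9.28-fold lower. Sftpc, which encodes SPC, differed by 0.01 log2, but it was the highest of all named genes on both arrays, near the top of the scale where array signals can saturate. Genes of AEC-I cells lay the other way, with 6 of 16 at least 2-fold higher, none lower and a median difference of 0.54 (percentile 99.8). Akap5 was 4.03-fold higher and Pdpn (podoplanin) 3.20-fold higher, whereas Ager differed by -0.04 and Aqp5 by -0.80 log2. Of 19 genes expressed across epithelia, 16 were within 2-fold, with a median of -0.52 (percentile 0). Epcam differed by -0.78 and Cdh1 (E-cadherin) by -0.29 log2, and the claudin gene Cldn4, the only higher one, was 10.4-fold higher. Of 16 genes of the Krt8-positive transitional state between AEC-II and AEC-I cells, 7 were higher and none was lower (median 0.80). Of 14 distal lung progenitor genes, 3 were higher and 4 were lower, with Sox9 2.31-fold higher and Fgfr2 4.51-fold lower. Airway genes were mixed. Of 7 club cell genes, 5 were lower and 1 was higher (median -1.66), 7 of 8 ciliated cell genes were within 2-fold (median 0.13), and 3 of 6 basal cell genes were higher and 1 was lower (median 0.98; 2 and 0, median 0.61, counted from 4.78), with Krt17 at least 18.8-fold higher. Over all genes compared, 1380 were at least 2-fold higher and 804 at least 2-fold lower in 2W ND, together 14.1%.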

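Genes of fibroblasts and macrophages were higher in the 2-week culture without Dox than in Day0. Of 25 fibroblast genes, 22 were at least 2-fold higher in 2W ND (21 counted from 4.78), 3 were within 2-fold and none was lower, with a median log2 difference of 3.48. Mmp2, a matrix metalloprotease, was 94.6-fold higher, Fn1 (fibronectin) 66.4-fold and Lox (lysyl oxidase) at least 54.2-fold. These cultures were grown on MEF feeders. Of 10 genes of epithelial-mesenchymal transition and TGF-β signaling, 8 were higher (7 counted from 4.78; median 1.33), among them the transcription factor gene Snai2 at 5.94-fold or more, and 1 was lower. Of 8 smooth muscle genes, 3 were higher and 5 were within 2-fold (median 0.59), with Tagln 7.34-fold higher. All 7 macrophage genes were higher (6 counted from 4.78), with a median of 4.86. Chil3, a chitinase-like protein of alveolar macrophages, was 90.6-fold higher, Marco 30.7-fold and Adgre1 (F4/80) at least 28.1-fold. Of 9 leukocyte genes, 7 were higher and none was lower (median 3.62), with Tyrobp at least 51.2-fold higher. Ptprc, which encodes the CD45 antigen that the sort excludes, was at least 6.76-fold higher. The fibroblast, macrophage and leukocyte medians were above all random lists. Lymphocyte and neutrophil genes lay mostly below 4.78 on both arrays, with 1 of 6 and 1 of 4 reaching it in 2W ND, the latter being S100a8 (at least 6.92-fold higher). Of 13 endothelial genes, 5 were lower and none was higher (median -0.87). Cdh5 (VE-cadherin) was 16.6-fold lower and Pecam1, which encodes the CD31 antigen that the sort also excludes, was at least 4.19-fold lower. Outside the lists, Apod (apolipoprotein D) was at least 108-fold higher, whereas Enpep, an aminopeptidase gene, was 95.0-fold lower.

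**Figure D1:**
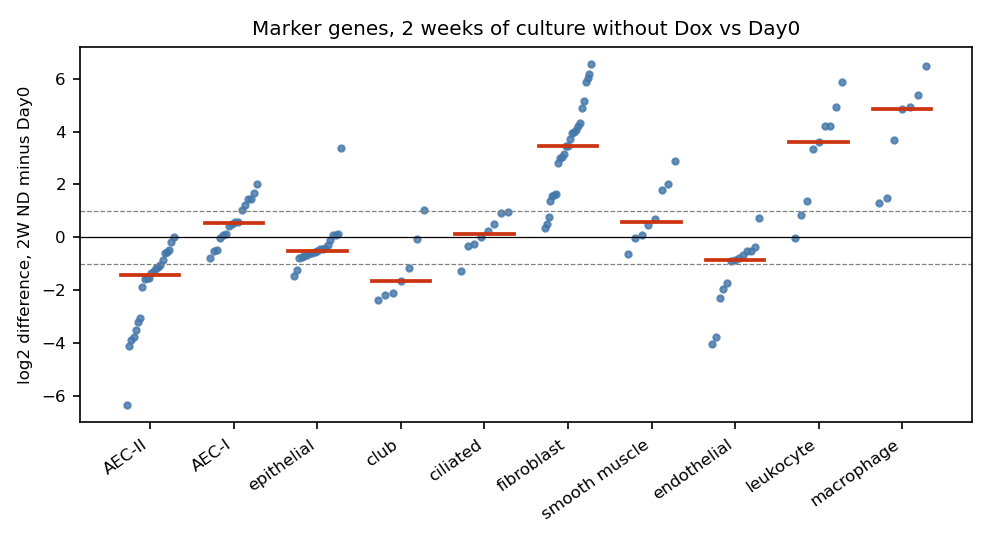
Log2 difference between the 2W ND and Day0 arrays for each gene (points) of 10 marker gene lists on the horizontal axis; red lines are list medians and dashed lines mark 2-fold. The medians of fibroblast, leukocyte and macrophage genes lie above 3, and those of AEC-II and club cell genes lie below -1.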

Cells cultured for 2 weeks without Dox showed significant changes compared to freshly isolated AEC-II cells. 

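After 2 weeks of Dox, genes of the cell cycle and of smooth muscle were higher than in the culture before Dox, and genes of ciliated cells and macrophages were lower. Of 30 cell cycle genes, 18 were at least 2-fold higher in 2W ND + 2W +D than in 2W ND, 12 were within 2-fold and none was lower (median log2 difference 1.17; 15 higher, median 0.94, counted from 4.78). The proliferation marker Mki67 was at least 6.11-fold higher and the kinase gene Cdk1 4.21-fold higher. All 8 smooth muscle genes were higher (median 3.51), among them Cnn1 (calponin) at 75.5-fold and Acta2 (α-smooth muscle actin) at 12.6-fold. Of 25 fibroblast genes, 13 were higher and none was lower (median 1.02), with Col1a1 4.02-fold higher. Of 10 genes of epithelial-mesenchymal transition and TGF-β signaling, 5 were higher (median 1.01), with Inhba 19.3-fold higher. Of the Krt8-positive transitional state, 7 of 16 genes were higher (median 0.68), with Sprr1a 6.81-fold higher. Conversely, 7 of 8 ciliated cell genes were lower (6 counted from 4.78; median -2.90), including Dynlrb2, a dynein gene, at 27.7-fold or more. Of 7 macrophage genes, 5 were lower (median -2.71), with Chil3 at least 146-fold lower, and 7 of 9 leukocyte genes were lower (median -1.83). Among AEC-II genes, 18 of 22 were within 2-fold (median -0.31). Of the others, 3 were lower, among them Sftpd (surfactant protein D) at 3.34-fold, and 1 was higher, by 1.97 log2. Of 16 AEC-I genes, 6 were lower and 1 was higher (median -0.62, percentile 0.05), with Clic5 4.80-fold lower. In all, 1065 genes were at least 2-fold higher and 1167 at least 2-fold lower with Dox. Of the lower genes, 838 (71.8%) were also at least 2-fold lower in iPS cells than in 2W ND, where independence would give 208. Of the higher genes, 262 (24.6%) were also higher in iPS cells, where independence would give 166, and 190 were lower in iPS cells, where independence would give 190. The comparisons share the 2W ND array, whose error can add to both overlaps. With iPS cells compared with 2W ND + 2W +D + 2W -D instead, chosen after seeing the data, no array is shared, and 818 genes were lower and 221 higher in both. When the Dox differences were dealt out at random among genes of like level 1000 times, these overlaps were at most 311 and 232. For the higher genes the mean of the deals was 198, and 29 deals were as large as 221. The overlap of the higher genes is thus not clear of chance by this count, although it was with values below 4.78 raised to it (177 against at most 173). Projected on the line from 2W ND (0) to iPS (1), the 2W ND + 2W +D array lay at 0.224. The Day0 array, of cells without Dox, lay at 0.134 on the same line. The displacement of 2W ND + 2W +D from 2W ND was also measured along the direction from Day0 to iPS, which shares no array with it. It was 0.165 of the distance from Day0 to iPS.

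**Figure D2:**
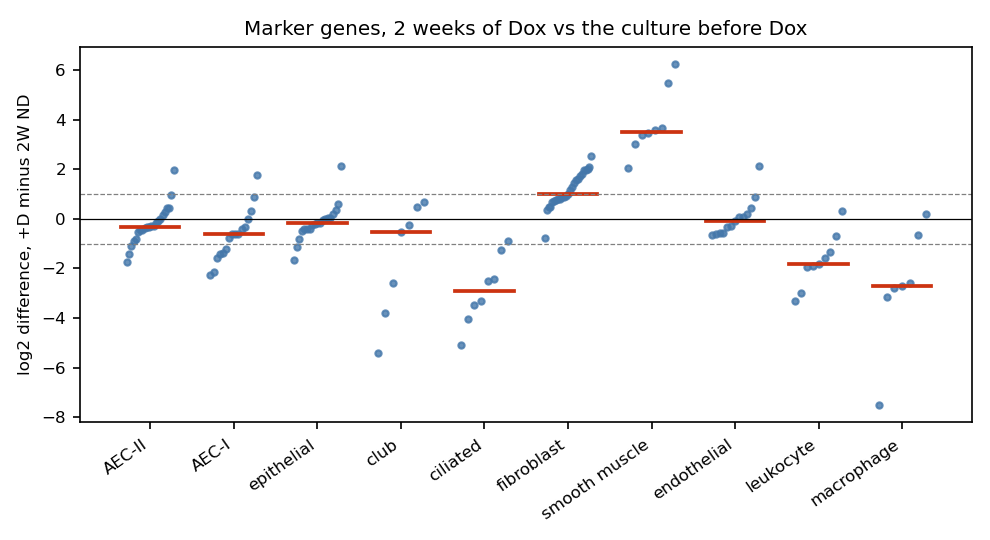
Log2 difference between the 2W ND + 2W +D and 2W ND arrays for each gene (points) of 10 marker gene lists on the horizontal axis; red lines are list medians and dashed lines mark 2-fold. All smooth muscle genes lie above 2-fold, and the medians of ciliated, leukocyte and macrophage genes lie below -1.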

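After Dox withdrawal, most of these genes were again within 2-fold of their level before Dox. The withdrawal, a further passage, the time in culture and any change of medium cannot be told apart on these arrays. Of the 2232 genes at least 2-fold different in 2W ND + 2W +D, 2119 (94.9%, 95% Wilson interval 93.9 to 95.8, which covers counting of genes only) were within 2-fold of 2W ND in 2W ND + 2W +D + 2W -D. Genes are not replicates, and with no return array error of the 0.23 spread, which is that between 2W ND and 2W ND + 2W +D + 2W -D, would bring at most 12.8% of them within 2-fold in 100 simulations. The share was 1011 of 1065 for genes higher with Dox and 1108 of 1167 for genes lower with Dox. All 8 smooth muscle genes were at least 2-fold lower in 2W ND + 2W +D + 2W -D than in 2W ND + 2W +D (median -3.11), and each was within 2-fold of 2W ND. Of the 18 cell cycle genes that were higher with Dox, 17 were back within 2-fold, and Cdc20 was still 2.85-fold higher. All 8 ciliated cell genes were higher than in 2W ND + 2W +D (median 3.31), with Rsph1 22.6-fold higher. Of 7 club cell genes, 6 were higher (median 3.18), among them Scgb1a1, the secretoglobin gene of club cells, at 17.5-fold. Leukocyte genes (6 of 9 higher, median 1.52) and macrophage genes (6 of 7 higher, median 2.21) were also higher than with Dox. In smaller groups, 3 of 5 macrophage genes, 5 of 7 transitional genes and 0 of 2 basal cell genes that differed with Dox were back within 2-fold of 2W ND. Chil3 was still 3.47-fold lower, whereas 36 genes, such as Cldn4 and the keratin gene Krt14, went past 2W ND to at least 2-fold in the opposite direction. None of the 22 AEC-II genes and none of the 16 AEC-I genes was 2-fold different between 2W ND + 2W +D + 2W -D and 2W ND. The medians were -0.02 (percentile 54.4) for AEC-II genes and -0.21 (percentile 0.01) for AEC-I genes, so that AEC-I genes were slightly lower as a group. Compared directly with 2W ND, 137 genes were at least 2-fold higher and 64 lower in 2W ND + 2W +D + 2W -D, together 1.30%, whereas with all probes, named or not, 411 were higher and 463 lower, so that the balance of directions depends on the probes used. On the line from 2W ND to iPS, this array lay at 0.0152. This value moves with the processing. It was 0.0411 with all probes, and the displacement from 2W ND along the direction from Day0 to iPS was -0.00121. Array error cannot be judged apart from the difference between these 2 arrays. A difference from an unchanged culture is therefore neither shown nor excluded by this value. Still at least 2-fold different in the direction of Dox were 77 genes, including Retnla, a resistin-like gene (9.86-fold higher), and S100a8, a calprotectin gene (3.00-fold lower).

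**Figure D3:**
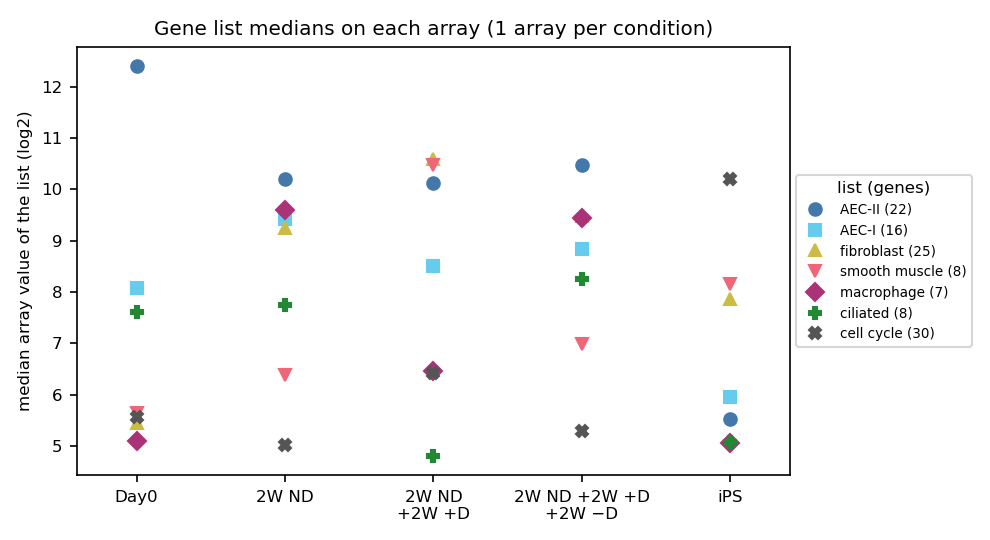
Median log2 value of 7 gene lists (symbols, number of genes in brackets) on each of the 5 arrays on the horizontal axis. For ciliated, macrophage, smooth muscle and cell cycle genes, the median after withdrawal lies nearer to that of the culture before Dox than to that with Dox. For AEC-I genes it lies nearer to that with Dox (9.43 before, 8.50 with Dox and 8.83 after). Different genes can hold the median on each array. Gene by gene, the median AEC-I difference after withdrawal was -0.21 from 2W ND, with none of 16 at least 2-fold different. From 2W ND + 2W +D it was 0.33, with 5 higher and 2 lower.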

Having said that, gene expression moved toward an iPS pattern during Dox induction but returned to closely resemble the gene expression of these “starting point” cells upon Dox withdrawal. Taken together, our results showed that, with our defined length of interrupted reprogramming, specifically this 4-week protocol (2W^ND^ + 2W^+D^) allows the greatest expansion of AEC-II cells without potentially traversing the pluripotent state.

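Genes of the pluripotent state were not higher on the array of cells given Dox for 2 weeks. Of 23 pluripotency genes, none was at least 2-fold higher in 2W ND + 2W +D than in 2W ND, 21 were within 2-fold and 2 were lower, Tfcp2l1 (2.85-fold) and Fbxo15, which is not 2-fold lower counted from 4.78. Of these genes, 14 lie below 4.78 on both arrays. Their median log2 difference was -0.10 (percentile 22.9). On the iPS array, 21 of the 23 (20 counted from 4.78) were higher than in 2W ND and none was lower, with a median of 4.45. Nanog, a core transcription factor of pluripotency, had a log2 value of 4.75 in 2W ND + 2W +D and 12.15 in iPS cells. Tdgf1, a co-receptor gene of pluripotent cells, was 3.17 in 2W ND + 2W +D and 11.13 in iPS cells. After withdrawal, all 23 genes were within 2-fold of 2W ND (median -0.12). Of 6 germline genes, 1 reached 4.78 with Dox, as in 2W ND, and 5 did in iPS cells, where 4 were at least 2-fold higher counted from 4.78 (median 2.25). Of 6 genes of DNA methylation and demethylation, 1 was higher with Dox (Uhrf1, 2.13-fold), and 5 were higher in iPS cells, with Tet1 at least 40.1-fold higher. The genes of the 4 factors differed among themselves. Klf4 (5.56-fold) and Myc (4.13-fold) were higher in 2W ND than in Day0, that is before Dox, and both were within 2-fold of that level in 2W ND + 2W +D. Sox2 was at least 3.28-fold lower in 2W ND + 2W +D than in 2W ND and 18.9-fold higher in iPS cells. Pou5f1, which encodes Oct4, was 5.09 in 2W ND, 5.32 in 2W ND + 2W +D and 6.61 in iPS cells. It has 1 probe, which even in iPS cells lay far below Nanog (12.15) and Sox2 (10.74). How well this probe follows Oct4 RNA is not known, so its value with Dox says little. The Dox-driven cassette was not analysed here, and whether the probes of the 4 factor genes detect its transcripts is not known. On the 2W ND + 2W +D array 6 of the 23 pluripotency genes reach the median of all values, so that expression in a few cells of the culture would not be visible. From the Oct4-GFP and staining data together with the arrays, the paper concludes that 2 weeks of Dox expands AEC-II cells without potentially passing through the pluripotent state.

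**Figure D4:**
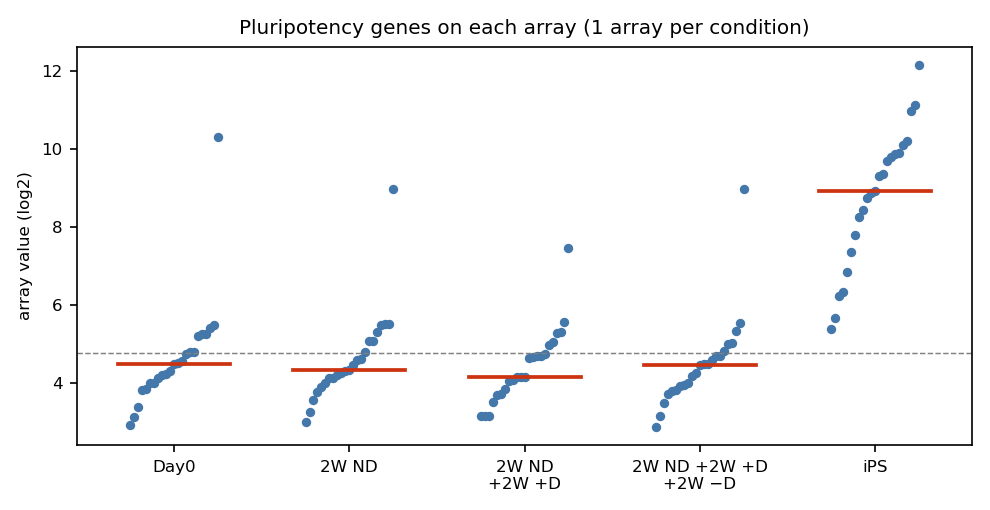
Log2 value of 23 pluripotency genes (points) on each of the 5 arrays on the horizontal axis; red lines are medians and the dashed line is the median of all values. The medians are 4.35 in 2W ND, 4.17 in 2W ND + 2W +D and 8.93 in iPS cells.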

**Fig. 2:**
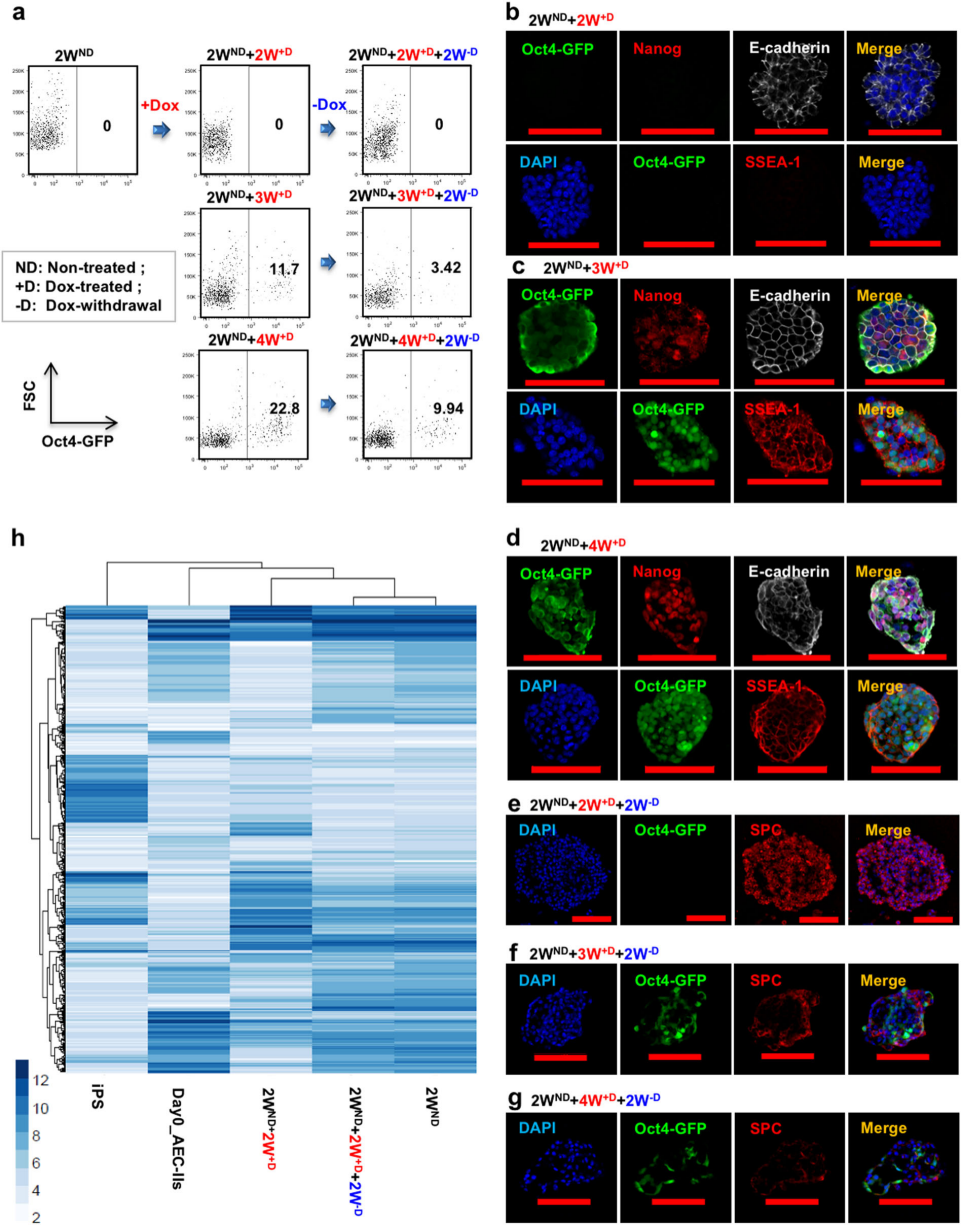
A defined period of interrupted reprogramming allows preservation of AEC-II phenotype without traversing pluripotency. **a** Flow cytometric analysis of endogenous Oct4-GFP expression in passaged cultured AEC-II cells (2W^ND^) derived from R26-rtTA/Col1a1::tetO-4F2A;Oct4-GFP mice under Dox induction (+D) and subsequent Dox withdrawal (−D) showed ≥3 weeks of induction resulted in factor-independent Oct4-GFP expression. Confocal microscopic images depict the expression of pluripotency markers in cells treated with Dox for **b** 2 weeks (2W^ND^ + 2W^+D^), **c** 3 weeks (2W^ND^ + 3W^+D^), and **d** 4 weeks (2W^ND^ + 4W^+D^), with nuclear stain DAPI (blue), Oct4-GFP (green), Nanog/SSEA-1 (red), and E-cadherin (gray). Confocal microscopic images show preservation of the AEC-II phenotype in Dox-treated cells with subsequent 2-week culture in Dox-free media, **e** 2W^ND^ + 2W^+D^ + 2W^−D^, **f** 2W^ND^ + 3W^+D^ + 2W^−D^, and **g** 2W^ND^ + 4W^+D^ + 2W^−D^, with nuclear stain DAPI (blue), Oct4-GFP (green), and SPC (red). **h** Unbiased clustering analysis of all genes expressing ≥2-fold change. In **a**, data are representative of a minimum of three independent biological replicates. Scale bar, 50 µm (**c**—bottom panel and **d**—top panel); 100 µm (**b**, **c**—top panel, **d**—bottom panel, and **e**–**g**)

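The 2W ND and 2W ND + 2W +D + 2W -D arrays resembled each other most. Average linkage clustering of Euclidean distances over the 8812 genes with at least 2-fold between their highest and lowest array joined these 2 arrays first, at a height of 36.1. The 2W ND + 2W +D array joined them at 98.5, Day0 at 122 and the iPS array last, at 172. The root mean square log2 difference over all genes compared was 0.322 between 2W ND and 2W ND + 2W +D + 2W -D, 0.821 between 2W ND and 2W ND + 2W +D, and 0.917 between 2W ND and Day0. The iPS array was 1.40 from 2W ND and 1.33 from 2W ND + 2W +D. Lung and cell cycle genes were among those that differed between iPS cells and 2W ND. Of 22 AEC-II genes, 20 were at least 2-fold lower than in 2W ND (19 counted from 4.78; median -4.60), with Slc34a2, a phosphate transporter gene, 167-fold lower. Of 16 AEC-I genes, 13 were lower in iPS cells (median -2.39), with Ager 170-fold lower. Of 30 cell cycle genes, 29 were higher in iPS cells (median 4.87), with Bub1 at least 32.3-fold higher. The median log2 value of the AEC-II genes was 12.39 in Day0, 10.21 in 2W ND, 10.12 in 2W ND + 2W +D, 10.48 in 2W ND + 2W +D + 2W -D and 5.53 in iPS cells. Genes that were lower in culture mostly stayed apart from Day0. Of the 804 genes lower in 2W ND than in Day0, 172 (21.4%) were within 2-fold of Day0 in 2W ND + 2W +D + 2W -D and 181 (22.5%) in 2W ND + 2W +D; over the alternatives these shares ranged from 17.9% to 27.8% and from 20.0% to 38.6%. Of the 1380 genes higher in 2W ND, 190 (13.8%) were within 2-fold of Day0 in 2W ND + 2W +D + 2W -D and 377 (27.3%) in 2W ND + 2W +D, with ranges from 9.73% to 20.7% and from 21.0% to 31.7%.

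**Figure D5:**
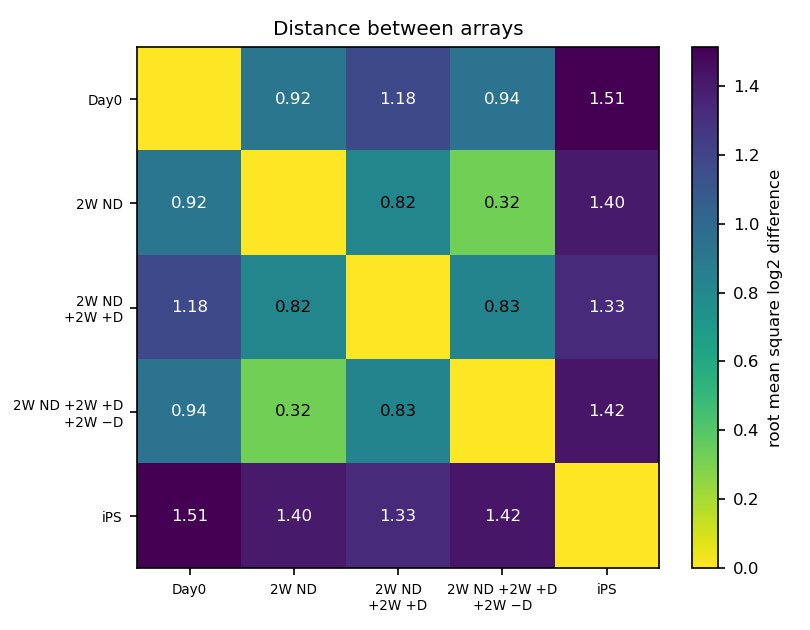
Root mean square log2 difference between each pair of the 5 arrays (color scale and printed values) over the genes compared. The smallest distance is between 2W ND and 2W ND + 2W +D + 2W -D, and the largest is between Day0 and iPS, at 1.51.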

### Interrupted reprogramming induces the expression of alveolar progenitor markers Hopx and α6β4

Lineage tracing studies have demonstrated that both AEC-I and AEC-II cells arise from a bipotent progenitor cell during lung development, whereas AEC-I cells derive from subsets of AEC-II cells after birth and in adult lung. Hopx (homeodomain only protein x) first expressed in the embryonic lung at day 15.5 marks a bipotent alveolar progenitor in the developing lung.^54^ Hopx is turned off in maturing AEC-II cells and becomes restricted to AEC-I cells in the mature lung (Fig. 3a). We observed that alveolar-like colonies, generated by freshly isolated AEC-II cells, cultured in Matrigel conditions for 2 weeks without Dox (2W^ND^), contained SPC^+^ AEC-II cells as well as Hopx^+^ AEC-I cells. Notably, no co-expression of SPC and Hopx was observed (Fig. 3b). In contrast, the majority of AEC-II cells after interrupted reprogramming expressed SPC with a large proportion (85.5 ± 4.0% of SPC^+^ cells) co-expressing Hopx (Fig. 3d, f) with a pattern similar to that seen in E15.5 lungs (Fig. 3c, S1). An increased expression of SPC in these Hopx^+^ SPC^+^ cells could contribute to the overall SPC upregulation in the 2W^ND^ + 2W^+D^ bulk population compared to SPC expression in the 2W^ND^ population (Fig. 1h). Withdrawal of Dox (2W^ND^ + 2W^+D^ + 2W^−D^) resulted in a reduction in the number of SPC^+^/Hopx^+^ cells (Fig. 3e, f). While integrin α6 is ubiquitously expressed in lung epithelium,^47^ coexpression of integrin α6β4 marks a rare progenitor sub-population within normal distal lung involved in maintenance of AEC-II cells during lung repair.^14,16^ Flow cytometry showed β4 to be absent in the native α6^+^ AEC-II starting population but expressed in >60% of AEC-II cells after interrupted reprogramming (Fig. 3g). Immunostaining confirmed β4 expression (Fig. 3h, i) and showed that β4 was co-expressed with Hopx in these cells, similar to that seen in distal epithelium of E15.5 lungs (Fig. 3j, k). Collectively, our results suggest that interrupted reprogramming rescues the limited clonogenic capacity of AEC-II cells in vitro as a result of activation of an alveolar progenitor state. We have therefore termed these cells, AEC-II-derived iPL cells (AEC-II-iPL cells) (Fig. 3l).

**Fig. 3:**
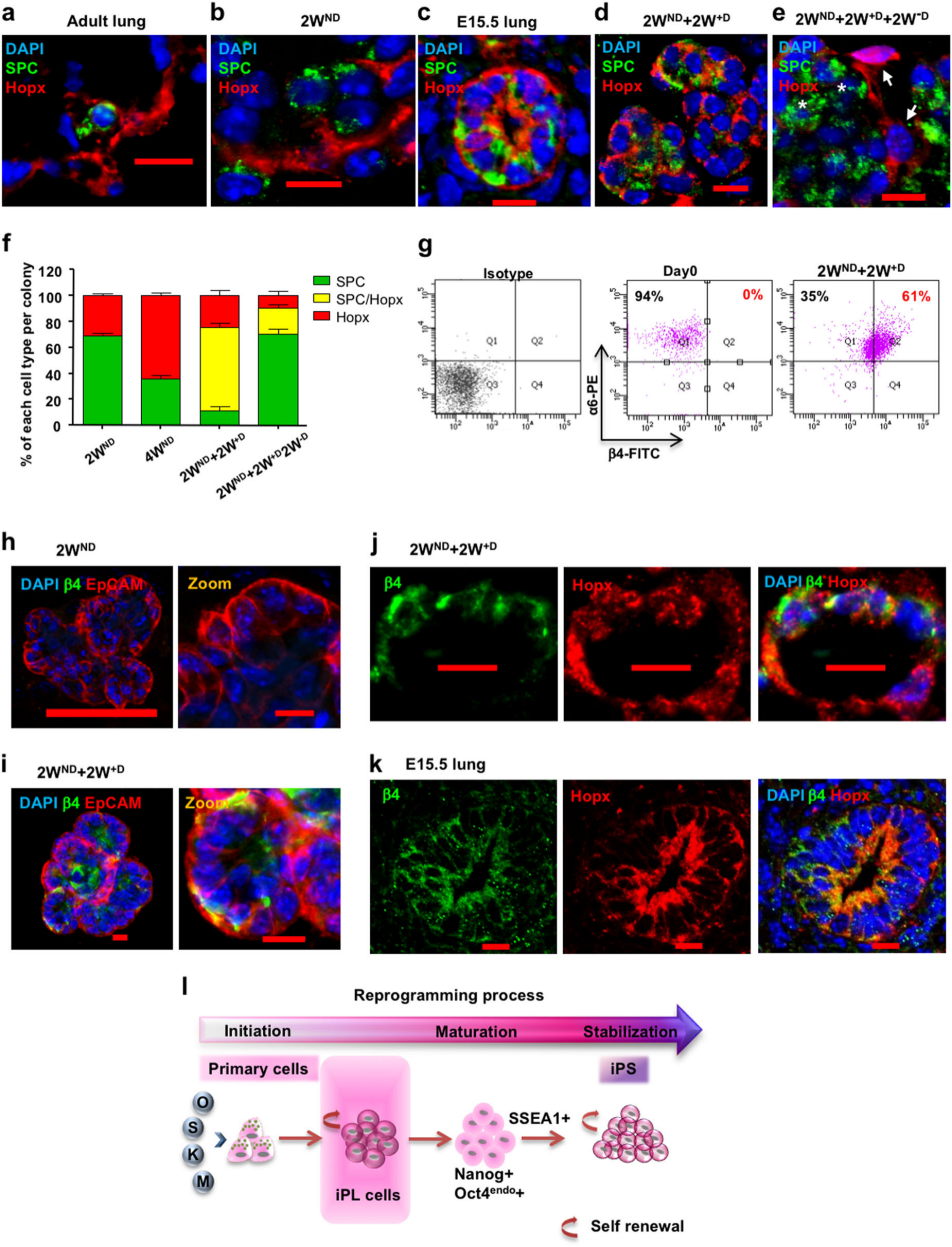
The expression of alveolar progenitor markers in AEC-II-iPL cells. Confocal microscopic images depict the expression of Hopx and SPC in: **a** adult lung; **b** colonies derived from AEC-II cells after a 2-week culture period in the absence of Dox (2W^ND^); **c** E15.5 lungs; **d** passaged 2W^ND^ colonies induced with Dox for 2 weeks (2W^ND^ + 2W^+D^); **e** colonies were passaged and cultured without Dox for 2 subsequent weeks (2W^ND^ + 2W^+D^ + 2W^−D^), with nuclear stain DAPI (blue), SPC (green), and Hopx (red). **f** Quantification of each cell type (SPC single positive; Hopx single positive; SPC and Hopx double positive) in colonies obtained from different groups. **g** Flow cytometric analysis of integrin α6 and β4 expression levels in day 0 freshly isolated AEC-II cells and 2W^ND^ + 2W^+D^ cells. Confocal microscopic images of colonies derived from AEC-II cells after 2-week culture without Dox (2W^ND^) **h** and 2W^ND^ + 2W^+D^ colonies (2W^ND^ + 2W^+D^) **i**, showing nuclear stain DAPI (blue), β4 (green), and EpCAM (red). Confocal microscopic images depicting the co-expression of Hopx and SPC in 2W^ND^ + 2W^+D^ cells **j** and E15.5 lungs **k**, with nuclear stain DAPI (blue), β4 (green), and Hopx (red). **l** Cartoon depicting the generation of iPL cells using interrupted reprogramming. For **f**, values are mean ± S.D. of three independent biological replicates. In **g**, data are representative of a minimum of three independent biological replicates. Scale bar, 10 µm (**a**–**e**, **h**—zoom, **i**–**k**), 100 µm (**h**—left panel)

### AEC-II-iPL cells ameliorate BLM-mediated pulmonary fibrosis

BLM lung injury predominantly affects the alveolar compartment, has a prominent early inflammatory phase, and later results in fibrotic remodeling, which has some similarities to IPF in humans.^55^ Animal studies have demonstrated that MSCs reduce acute inflammation and protect against subsequent development of fibrosis in BLM-induced injury, only when cells were administered in the early inflammatory phase.^27^ Therefore, we examined the engraftment and therapeutic benefit of AEC-II-iPL cell treatment in ameliorating pulmonary fibrosis at both the inflammation and fibrotic phases of BLM-induced injury (Fig. 4a). Female recipients were sacrificed 2 weeks after cell delivery. Lungs of animals treated with AEC-II-iPL cells (with a constitutive GFP marker) either during the inflammatory (BLM ^day7^) or fibrotic phase (BLM ^day14^) showed a dramatically improved external appearance (Fig. 4b). Retention of AEC-II-iPL cells was greater when cells were administered during the inflammatory phase (39.1 ± 3.1% of the initial injected cell number) compared to cells delivered during the fibrotic phase (27.3 ± 4.4%) (Fig. 4c). SPC mRNA levels were also restored in AEC-II-iPL cell-treated lungs (Fig. 4d). BLM treatment results in aberrant differentiation of AEC-II cells into AEC-I cells due to the ECM abnormalities and interruption of the epithelial basement membrane, with abundant AQP5-expressing cells and upregulated expression of AQP5 mRNA. In AEC-II-iPL cell-treated lungs, AQP5 mRNA was expressed at a normal level (Fig. 4e). Compared to control lungs, there were few AEC-II cells (as marked by LAMP3^5^) following BLM treatment, whereas numerous LAMP3^+^ GFP^+^ cells were seen in the lungs treated with AEC-II-iPL cells (Fig. 4f). AQP5-expressing GFP cells were found, suggesting that the delivered AEC-II-iPL cells contributed directly to this lineage as well (Fig. 4g).

**Fig. 4:**
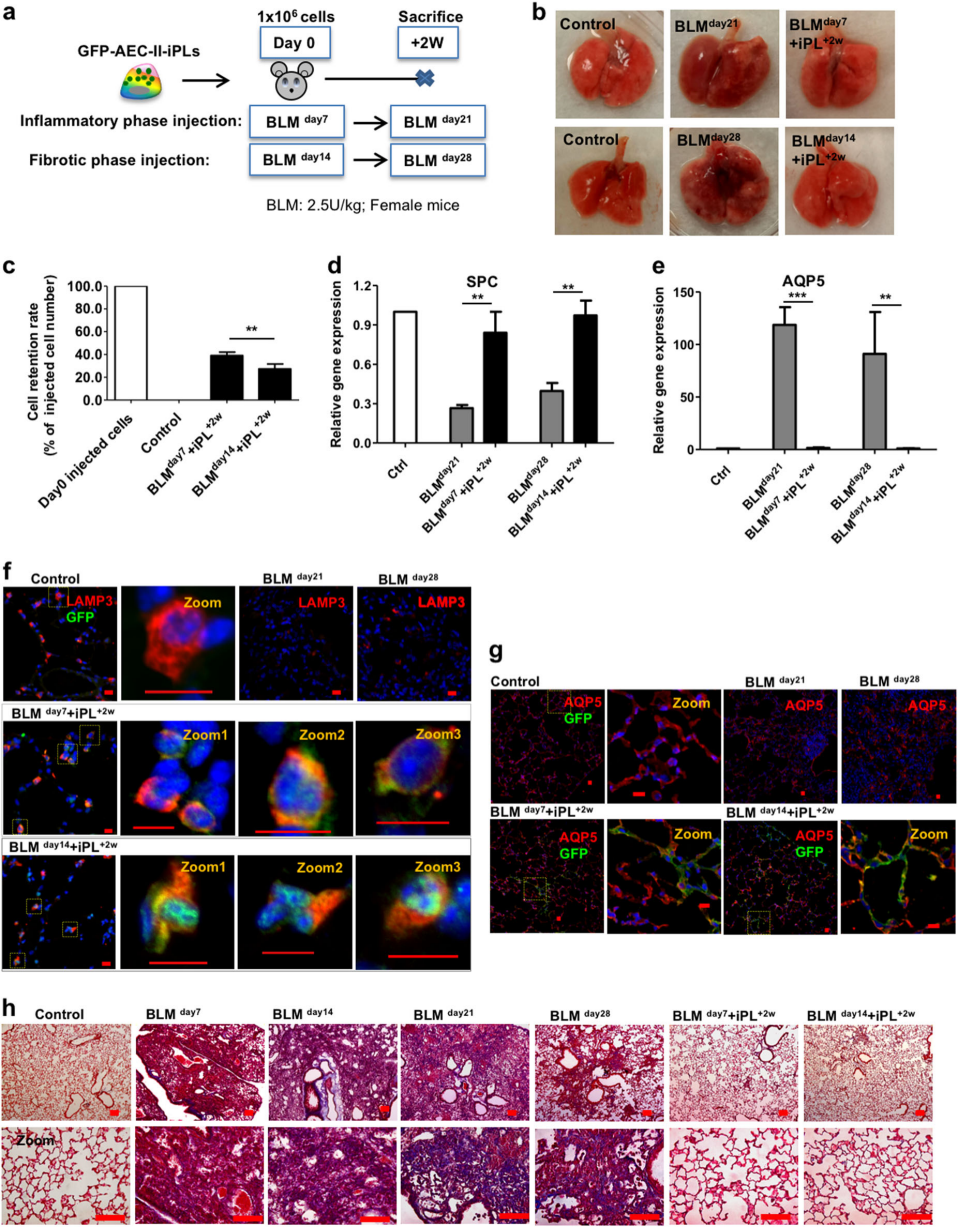
AEC-II-iPL cells are able to engraft and contribute to alveolar epithelial lineage in vivo. **a** The experimental schema of the in vivo study using female recipients is shown. **b** Representative images of whole lungs from all the experimental groups at days 21 and 28 after bleomycin (BLM) treatment. **c** Retention rate of the delivered GFP^+^ cells in the recipient lungs (percentage of day 0 injected cells) was calculated using genomic GFP measured at days 21 and 28 of BLM treatment (relative to β-actin GFP lungs) measured by PCR. Expression levels of **d** SPC and **e** AQP5 in the recipient lungs, as measured by qRT-PCR, comparing fold differences in the expression to control lungs. Confocal microscopic images of alveolar epithelium of the saline control, BLM untreated (BLM ^day21^, BLM ^day28^), and BLM cell-treated (BLM ^day7^ + iPL^+2W^, BLM ^day14^ + iPL^+2W^) animals showing nuclear stain DAPI (blue), GFP (green), and LAMP3 (red) **f** or AQP5 (red) **g**, respectively. **h** Representative images of Masson’s trichrome staining of all the experimental lungs after 7, 14, 21, and 28 days of BLM-induced pulmonary fibrosis showing interstitial collagen (blue) was greatly diminished in BLM transplanted female recipient lungs 2 weeks after receiving AEC-II-iPL cells at days 7 and 14 of BLM treatment (BLM ^day7^ + iPL^+2w^, BLM ^day14^ + iPL^+2w^). For **c**–**e**, values are mean ± S.D. of three independent biological replicates **p < 0.001; ***p < 0.0001. Scale bar, 100 µm (**f**–**h**); 10 µm (**f** and **g**—zoom)

There was evidence of inflammation and epithelial damage, with infiltration of inflammatory cells in peribronchiolar and interstitial regions 7 days after BLM. Figure 4h shows Masson’s trichrome-stained lung sections. Hematoxylin–eosin staining is shown in Figure S2a. Two weeks later, without cell therapy, lungs showed extensive fibrosis and collagen deposition. In contrast, AEC-II-iPL cell-treated lungs showed fewer fibrotic lesions and less collagen in the parenchyma with normal alveolar architecture, suggesting that AEC-II-iPL cells can prevent the progression to fibrosis. In lungs treated with AEC-II-iPL cells 14 days after BLM administration (fibrotic phase), there was still a marked reduction in the number of α-SMA^+^ cells in the interstitium (Fig. S2b). In addition, we observed a significant reduction in the expression of mesenchymal cell-related genes in AEC-II-iPL cell-treated lungs (Fig. S2c, d). Taken together, AEC-II-iPL cells can engraft as epithelial cells and may be useful as a cell replacement therapy for ameliorating pulmonary fibrosis, even when administrated at the established fibrotic phase.

### AEC-II-iPL cells are able to engraft and differentiate to mature AEC-II and AEC-I cells in severely injured alveolar epithelium of male mice

Male sex is associated with a significant increase in the prevalence of fibrotic interstitial lung diseases, including IPF.^56,57^ In BLM model of pulmonary fibrosis, male mice develop more prominent fibrotic disease compared with female mice, and the pulmonary functional alterations can be detected by FlexiVent measurement.^58^ We therefore selected a male mouse BLM model to do a direct comparison of AEC-II-iPL cells with MSCs in improving lung function. As no significant pulmonary dysfunction could be detected 28 days after BLM compared to saline control (data not shown), we performed lung function analysis using a FlexiVent system 21 days after BLM. The engraftment and therapeutic benefit of AEC-II-iPL cells and MSCs were examined following cell delivery at both the inflammatory and fibrotic phases of BLM-induced injury. Animals were sacrificed at BLM ^day21^ (Fig. 5a). Pressure–volume (PV) loops were obtained using a quasi-static pressure-controlled PV ramp perturbation. Lungs treated with both AEC-II-iPL and MSC cells during the inflammatory phase (BLM ^day7^) showed improved lung function, closer to that of control lungs (Fig. 5b). No significant improvement of lung function was found in animals treated with either cell types during the fibrotic phase (Fig. 5c). This may due to short in situ period of delivered cells (injected on BLM ^day14^ and measurement performed on BLM ^day21^). Similarly, lungs of animals treated with AEC-II-iPL cells during the inflammatory (BLM ^day7^) phase showed an improved external appearance compared to other groups (Fig. 5d). Compared to the poor cell retention seen in MSC-treated lungs, AEC-II-iPL cells were retained in higher numbers when delivered during either the inflammatory or fibrotic phase (Fig. 5e). The contribution of engrafted cells to the alveolar epithelial lineage in recipient lungs was assessed by immunostaining. Compared to control lungs, there were few AEC-II cells (as marked by LAMP3) following BLM treatment, whereas numerous LAMP3^+^ GFP^+^ cells were seen in lungs treated with AEC-II-iPL cells at either the inflammatory or fibrotic phases. The LAMP^+^ cells found in MSC-treated lungs were not GFP^+^, suggesting that MSCs do not directly contribute to the AEC-II lineage (Fig. 5f). SPC mRNA levels were also greatly restored in AEC-II-iPL cell-treated lungs (Fig. 5g). AQP5-expressing GFP^+^ cells were found in AEC-II-iPL cell-treated lungs, whereas AQP5^+^ cells found in MSC-treated lungs were not GFP^+^ (Fig. 5h, i).

**Fig. 5:**
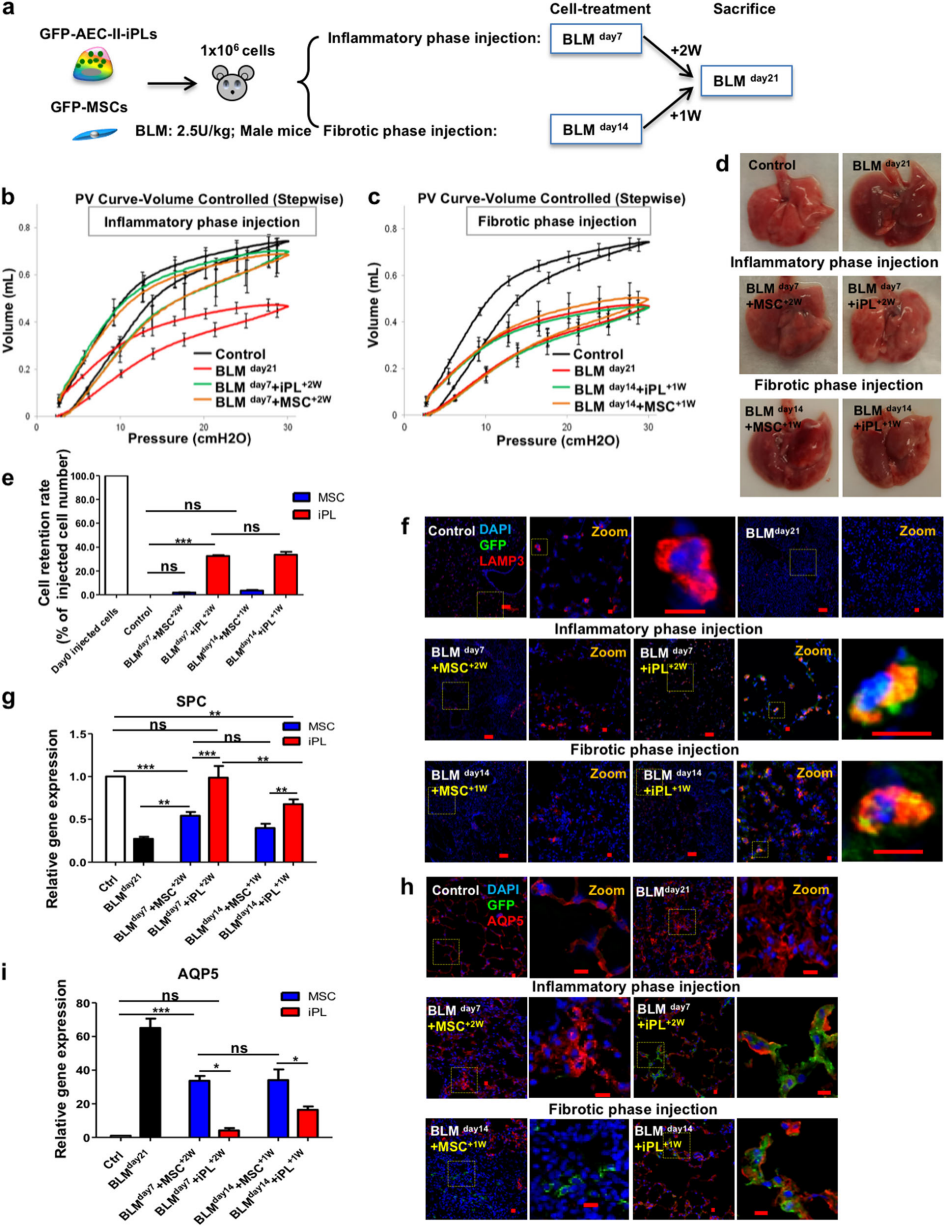
AEC-II-iPL cells are able to engraft and differentiate to mature AEC-II and AEC-I cells in severely fibrotic lungs. **a** Experimental schema depicting the in vivo study using male recipients. Lung mechanical function measured by FlexiVent showing PV curves of all the experimental groups, **b** BLM cell-treated male recipient lungs 2 weeks after receiving either AEC-II-iPL or MSC cells at day 7 of BLM treatment (BLM ^day7^ + iPL^+2W^, BLM ^day7^ + MSC^+2W^), and **c** BLM cell-treated male recipient lungs 1 week after receiving AEC-II-iPL cells or MSC at day 14 of BLM treatment (BLM ^day14^ + iPL^+1W^, BLM ^day14^ + MSC^+1W^). **d** Representative images of whole lungs from all the experimental groups at day 21 of bleomycin (BLM) treatment. **e** The cell retention rate of engrafted GFP cells in recipient lungs (percentage of day 0 injected cells) was calculated using genomic GFP at day 21 of BLM treatment (relative to β-actin GFP lungs) measured by PCR. **f** Confocal microscopic images of alveolar epithelium of the saline control, BLM untreated (BLM ^day21^), and BLM cell-treated at day 7 (BLM ^day7^ + iPL^+2W^, BLM ^day7^ + MSC^+2W^) or at day 14 (BLM ^day14^ + iPL^+1W^, BLM ^day14^ + MSC^+1W^) animals showing nuclear stain DAPI (blue) and LAMP3 (red) and GFP (green) expression. **g** Expression levels of SPC in recipient lungs, as measured by qRT-PCR, comparing fold differences in the expression to control lungs. **h** Confocal microscopic images of alveolar epithelium of the saline control, BLM untreated (BLM ^day21^), and BLM cell-treated at day 7 (BLM ^day7^ + iPL^+2W^, BLM ^day7^ + MSC^+2W^) and at day 14 (BLM ^day14^ + iPL^+1W^, BLM ^day14^ + MSC^+1W^) showing nuclear stain DAPI (blue) and AQP5 (red) and GFP (green). **i** Expression levels of AQP5 in the recipient lungs, as measured by qRT-PCR, comparing fold differences in the expression to control lungs. For **b**, **c**, **e**, **g**, **i**, values are mean ± S.D. of three independent biological replicates *p < 0.05; **p < 0.001; ***p < 0.0001. Scale bar, 100 µm (**f**); 10 µm (**f**—zoom and **h**)

Hematoxylin–eosin (Fig. 6a) and Masson’s trichrome (Fig. 6b) staining showed evidence of severe inflammation, extensive fibrosis, and collagen deposition developed in the BLM-treated male lungs. In contrast, AEC-II-iPL cell-treated lungs showed fewer fibrotic lesions and less collagen in the parenchyma compared to the MSC-treated lungs, suggesting that AEC-II-iPL cells can reduce the progression to fibrosis. Compared to the lungs treated with MSC, AEC-II-iPL cell-treated lungs, when cells were administered during the fibrotic phase, showed a marked reduction in the number of α-SMA^+^ cells in the interstitium (Fig. 6c).

**Fig. 6:**
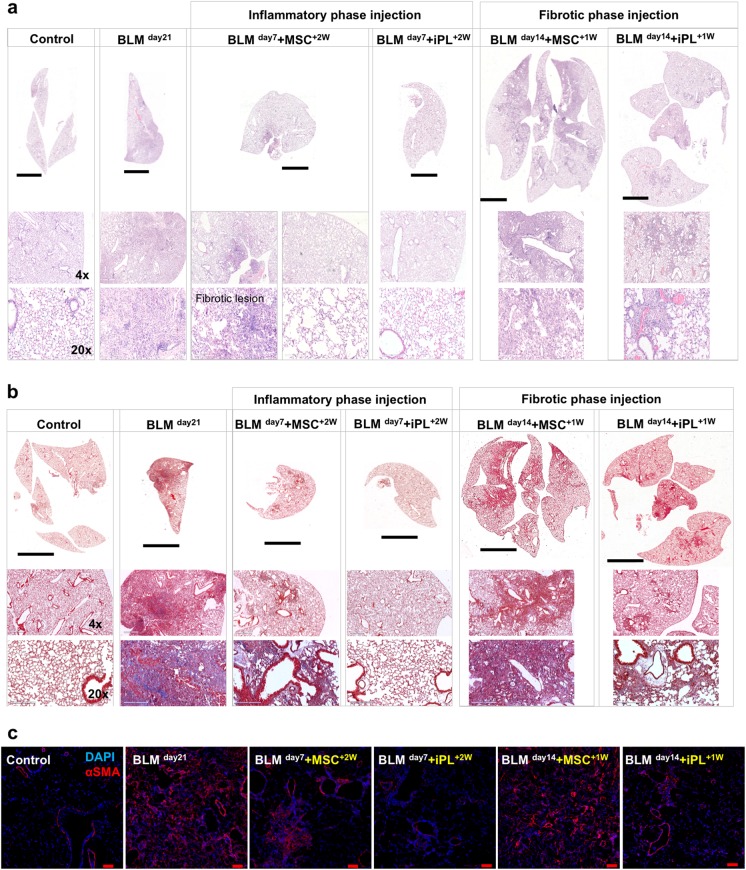
Treatment with AEC-II-iPL cells ameliorates severe pulmonary fibrosis. Representative images of lung histopathology are shown for all the experimental groups after 21 days of BLM-induced pulmonary fibrosis, the saline control, BLM untreated (BLM ^day21^), and BLM cell-treated at day 7 (BLM ^day7^ + iPL^+2W^, BLM ^day7^ + MSC^+2W^) or day 14 (BLM ^day14^ + iPL^+1W^, BLM ^day14^ + MSC^+1W^). **a** lung sections were stained with hematoxylin–eosin, **b** Masson’s trichrome staining of all the experimental lungs showing a remarkable decrease of interstitial collagen deposition (the blue stain) in the BLM-injured lungs treated with AEC-II-iPL cells compared with the ones treated with MSC. **c** Immunostaining of lung sections of all experimental groups with nuclear stain DAPI (blue) and αSMA (red). Scale bar, 3 mm (**a**—whole section tile scan), 4 mm (**b**—whole section tile scan); 600 µm (**a**, **b**—×4); 200 µm (**a**, **b**—×20) and 100 µm (**c**)

## Discussion

We show here that a carefully defined period of interrupted reprogramming, where the reprogramming process is initiated but not allowed to pass the point of no return,^59^ is able to rescue the limited in vitro clonogenic capacity of AEC-II cells. Importantly, our results demonstrate that using interrupted reprogramming we can achieve controlled expansion of an otherwise difficult to maintain AEC-II phenotype in vitro.^19,20,60^ AEC-II-iPL cells, when delivered to the injured lungs, are able to engraft and contribute to both the AEC II and AEC-I cell lineage. They ameliorated BLM-induced pulmonary fibrosis. Our result showed that interrupted reprogramming is not only able to achieve controlled expansion of AEC-II cells but also may result in the “de-differentiation” of the cells to a bipotent PL state. While it remains to be determined whether AEC-iPL cells truly recapitulate a distinct lung epithelial progenitor population, our data suggest at least a phenotypic likeness (SPC^+^ Hopx^+^ α6β4^+^) to an embryonic bipotent alveolar progenitor.^54^ Interrupted reprogramming may be useful as an alternative approach to generate large numbers of functional AEC-II cells with high purity.

There continues to be an interest in cell-based therapeutic approaches for lung diseases, including IPF.^23^ A variety of cell types have been investigated with the majority of studies focusing on MSCs isolated from bone marrow,^26,27^ umbilical cord,^61^ placenta,^28^ and adipose^25^ tissues. A limitation to using these cells types is they act mainly through paracrine signaling with little contribution to lung regeneration through engraftment and/or differentiation. Numerous animal studies have demonstrated that paracrine signaling by MSC reduces acute inflammation and protects against subsequent development of fibrosis in BLM-induced injury.^27,62,63^ However, these beneficial effects were only observed when cells were administered in the early inflammatory phase of lung injury but not in the later fibrotic phase^27^ where in fact there is even a possibility of stimulating detrimental fibroblast proliferation and ECM deposition.^64^ Nevertheless, a number of clinical studies using MSC are currently underway for IPF (NCT02013700, NCT02135380, NCT01919827, NCT01385644, NCT02277145).^23^ Low MSC retention suggests that the therapeutic effects are likely via a paracrine mechanism rather than engraftment. Unlike MSCs, we found that AEC-II-iPL cells are retained at a high rate, potentially even engraft, and appear to contribute directly to the alveolar epithelial lineage. AEC-II-iPL cells, once engrafted as alveolar epithelial cells, could limit the deleterious effects of BLM by restoring the pool of alveolar epithelial progenitor cells for the resolution of disrupted alveolar surfaces. Delivery of AEC-II-iPL cells during the established fibrotic phase, by analogy, when most patients are diagnosed with IPF, also showed beneficial effects on fibrosis. Importantly, MSC transplanted during the fibrotic phase were not able to restore the alveolar epithelium barrier or reduce fibrosis, suggesting that cells capable of directly contributing to tissue mass, such as the AEC-II-iPL cells are preferred over paracrine signaling of MSC. Our findings are in keeping with recent studies showing the efficacy of freshly isolated AEC-II cells in ameliorating fibrosis.^35,36^ Although the mechanisms of benefit have not been evaluated, our results raise the possibility that the observed therapeutic effect is at least in part due to localization of AEC-II-iPL cells within the alveolar milieu and due to their subsequent differentiation to restore damaged alveolar epithelium through the dual mechanism of engraftment and likely through paracrine or autocrine effects. Future studies, such as evaluation of cytokine antagonists that can disrupt fibrosis signaling pathways at cell engraftment sites and AEC-II-iPL cell-secreted chemokine screens for fibroblast proliferation-inhibiting factors or factors promoting collagen degradation^35^, are needed to elucidate the underlying mechanisms whereby AEC-II-iPL cells promote the recovery of injured alveolar epithelium.

Although the BLM model is not an optimal model for human IPF, it is very commonly used, and thus our results can be compared against a large body of experimental data. One of the limitations of the BLM injury model is the spontaneous repair following the initial development of fibrosis, in contrast to the progressive pathological remodeling seen in human IPF. In our BLM injury study in male mice, no significant changes of pulmonary function were detected at day 28 compared to that of saline control. We therefore assessed lung mechanics at day 21. This resulted in a shortened in situ period for cells delivered to male recipients at the fibrotic phase (male recipients: BLM^day14^ + iPL cells, sacrificed at day 21 vs. female recipients: BLM^day14^ + iPL cells, sacrificed at day 28). We speculate that the reduced efficacy observed in male recipients may be due to both the increased severity of fibrosis in male lungs as well as the shorter in situ period of the delivered cells.

Preclinical studies by Serrano-Mollar et al.^36^ demonstrated the therapeutic potential of transplantation of AEC-II cells in treating human IPF. However, the usage of freshly isolated AEC-II cells is limited by donor lung availability. Although our current data were generated from transgenic mice as a proof of principle, our technique may provide an alternative source of AEC-II cells that could be applied in human cells using non-integrative, non-viral methods of reprogramming.^65,66^ The iPL cell induction process can be optimized to obtain maximum expansion and scale-up of any cell. This may require precise regulation of expression of individual reprogramming factors to widen the time window of interrupted reprogramming, or optimization of exogenous growth factors, and/or changes to culture conditions.

Combined with other rapidly developing areas of genome editing, addressing issues such as safety of cell therapy and tolerance of allogeneic cells, the era of “designer cells” is just beginning. Our method of creating PL cells for in vitro expansion and their ability to integrate and functionally contribute to the repair of the diseased lung could be a significant component of an efficient cell-based therapy for this vital organ.

## Methods

### Animal husbandry

ROSA26-rtTA and Col1a1: tetO-4F2A mice (Jackson Labs, Cat#011004) were used to generate inducible lung epithelial cells. For in vivo studies, ROSA26-rtTA/Col1a1:: tetO-4F2A double transgenic mice were bred to actin GFP mice. There were no significant differences between heterozygotes and homozygotes with respect to inductive factor gene expression in Dox-treated AEC-II cells. Adult C57BL/6 female (6–8-week old) and male (4–5-month old) mice were used for AEC-II-iPL cell replacement therapy studies. Animals were maintained as an in-house breeding colony under specific pathogen-free conditions. All animal care protocols and procedures were performed in accordance with relevant guidelines and with approval by the Institutional Animal Care and Use Committee of the University Health Network (Toronto, Ontario, Canada).

### BLM administration and cell delivery

For BLM injury, BLM 2.5 U/kg body weight was administered intratracheally. Donor AEC-II-iPL cells or MSCs (10^6^ cells in 50 μl phosphate-buffered saline (PBS)) were delivered intratracheally 7 or 14 days after injury. Control animals received the same volume of PBS without any cells. The mice receiving cells were rotated to ensure equal dispersion of the cell suspension to both lungs.

### Measurement of respiratory mechanics

C57BL/6 male mice (4–5-month old) were anesthetized with ketamine (125 mg/kg, intraperitoneally (ip)) and xylazine (5 mg/kg, ip) and paralyzed with rocuronium (5 mg/kg, ip). Animals were tracheostomized with a blunt 18 G metal cannula, and supplementary anesthesia was employed when necessary. Conventional mechanical ventilation was maintained with a small animal ventilator (FlexiVent, SCIREQ Inc., Canada) using a tidal volume of 10 mL/kg, a frequency of 150 breaths per minute, and a positive end-expiratory pressure set at 3 cm H_2_O. PV loops were obtained with a quasi-static pressure-controlled PV ramp.

### Isolation of AEC-II cell from the mouse lung

AEC-II cells were isolated using a previously described protocol^67^ with modifications. Before lung digestion, mice were injected ip with heparin (250U/mouse) and euthanized by CO_2_ narcosis. Lungs were flushed through the right ventricle with cold PBS. Endobronchial lavage was then performed to remove alveolar leukocytes. Mouse lung was filled with porcine elastase 10 U/mL and incubated for 20 min at 37 °C. Trachea and bronchi were cut away. The remaining tissues were finely minced and incubated in 100 μg/mL of DNAse I in Dulbecco’s modified Eagle’s medium (DMEM) containing antibiotics for 10 min. The suspension was mixed with fetal bovine serum (FBS) and sieved through 100, 40, and 20 µm nylon meshes. Cells were centrifuged at 32 × *g* for 12 min and then re-suspended in red blood cell lysis buffer for 3 min, and the lysis was stopped by addition of an equal volume of PBS. Cells were centrifuged at 100 × *g* for 12 min and then re-suspended in 0.5% vol/vol FBS–PBS for all subsequent procedures.

### AEC-II cell culture

Epithelial-specific medium comprised of DMEM/F12 (Invitrogen) supplemented with 10% FBS, penicillin/streptomycin, 10 mg/mL insulin, 5 mg/mL transferrin-selenium (Sigma), epidermal growth factor (20 ng/mL; Sigma), fibroblast growth factor-10 (50 ng/mL; R&D Systems), and hepatocyte growth factor (30 ng/mL; R&D Systems).

### Isolation of MSCs from mouse bone marrow

MSCs were harvested from mouse bone marrow as previously described.^27^ Briefly, bone marrow was harvested aseptically by flushing the femurs and tibiae of donor mice with cold DMEM supplemented with 10% FBS and 1% penicillin–streptomycin using a 25G needle. BMCs were cultured for 7–10 days before MSC purification by fluorescence-activated cell sorting. MSCs were purified using antibodies against CD34, CD45, and CD11b. Sorted cells were cultured for 1–2 passages and used for in vivo delivery.

### Fluorescence-activated cell sorting and analysis

For purification of epithelial cells, fresh isolated cells were suspended and incubated in 0.5% vol/vol FBS–PBS containing an optimally pre-titered mixture of antibodies [anti-CD45, anti-CD31 (BD Biosciences), anti-EpCAM (Abcam), and relevant isotype controls] for approximately 30 min on ice. Labeled cells were washed and re-suspended at 3–5 × 10^6^ cells/mL in 0.5% vol/vol FBS–PBS. Cell viability was accessed by propidium iodide (1 μg/mL) staining. For intracellular antigen analysis, cells were fixed and stained using a Fix and Perm kit (Invitrogen) as per the manufacturer instructions. Sorting was performed using a MoFlo BRU cell sorter (Becton Dickinson), acquisition was performed using a BD LSRII analyzer (Becton Dickinson), and data were analyzed using the FlowJo software.

### Matrigel-based iPL cell induction

Feeders (MEFs) were seeded on 0.1% gelatin-coated 24-well transwell filter inserts (Corning) 1 day prior to the addition of epithelial cells. Sorted epithelial cells resuspended in 100 μL of Matrigel (BD Biosciences) prediluted 1:1 (vol/vol) with epithelial-specific (EpiS) media were added to a MEF-coated 24-well transwell filter inserts in a 24-well tissue culture plate containing 500 μL of epithelial media. To study the clonogenic capacity of passaged AEC-II cells, AEC-II cells were cultured in EpiS media for 2 weeks, passaged, and then grown in ES medium containing 1.5 μg/mL Dox (Sigma). Media was replenished three times per week. For bulk passaging, whole cultures were dissociated in Collagenase (1 mg/mL; Sigma)/Dispase (3 mg/mL; BD Biosciences) in PBS to generate a single-cell suspension.

### Immunofluorescence

Samples were fixed with 4% paraformaldehyde for 30 min and blocked with 5% goat serum and 2% bovine serum albumin (BSA) in PBS containing 0.5% Triton X-100 for 1 h. Primary antibodies were diluted in BSA/PBS, applied to samples, and incubated overnight at 4 °C. Secondary antibodies AlexaFluors 488, 532, 546, 633, or 647 (Invitrogen) were applied according to the species in which the primary antibody was used for 2 h at room temperature. Nuclear staining was performed using 2 mg/mL 4,6-diamidino-2-phenylindole (DAPI; Sigma). Stained samples were mounted with immunofluorescent mounting medium (DAKO). Appropriate non-specific IgG isotypes were used as controls. Immunoreactivities of antigens were visualized as single optical planes using an Olympus Fluoview confocal microscope and analyzed using the FV10-ASW 2.0 Viewer software.

### Real-time PCR analysis

Total RNA was prepared using the RNeasy Kit (Qiagen) as per the manufacturer’s instructions. cDNA was prepared and assayed using Superscript III (Sigma) according to the manufacturer’s protocol. Differential gene expression was determined using SYBR green detection (Roche). Real-time PCR reactions were done in triplicate for each sample. GAPDH was used as a housekeeping gene to normalize gene expression levels using the LightCycler 480 software (Roche). Normalized mRNA levels are shown as relative to the control samples (day 0 fresh isolated cells or adult lung).

### Cell retention rate measurement

Genomic DNA was isolated with the DNeasy Blood and Tissue Kit (Qiagen, Valencia, CA) and used for PCR. To quantify GFP^+^ cells retained in the recipient lungs, excised wild-type lungs were spiked with 10^4^–10^8^ GFP^+^ cells and a standard curve was generated by genomic GFP expression measured by PCR. The number of delivered GFP^+^ cells in the recipient lungs was calculated by comparing the cross-point threshold amplification value to the standard curve. Cell retention rate was calculated as the percentage of the number of cells injected at day 0.

### Microarray and data analysis

Total RNA was extracted using the RNeasy Kit (Qiagen, Canada). Equal amounts of RNA from three separate samples in each group were used for microarray. Microarray expression profiling using Mouse Gene 2.0 ST chips was performed by The Centre for Applied Genomics (The Hospital for Sick Children, Toronto, Canada).

### Statistics

Statistical analysis was performed using the GraphPad Prism 5.0 statistical software (San Diego, CA, USA). The statistical significance of multiple groups was compared to each other using Tukey’s multiple comparison test analysis of variance. A *p* value of <0.05 was considered significant.

## Electronic supplementary material

Supplementary information

## Data Availability

The microarray data were deposited in the Gene Expression Omnibus under accession number GEO: GSE115247. The data sets generated during this study are available from the corresponding authors on request.

How the deposited data were processed for this re-analysis (not part of the article)

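Expression profiles of 5 conditions were analysed, each from 1 Affymetrix Mouse Gene 2.0 ST array: freshly isolated AEC-II cells (Day0), 2W ND, 2W ND + 2W +D, 2W ND + 2W +D + 2W -D and iPS cells. The RNA was labelled with biotin for this 1-color platform. The authors processed the arrays with Affymetrix Expression Console and deposited log2 expression values for 41345 probes. Neither the summarization algorithm, the version of the program, the normalization between arrays nor the genome build is named. The values were read as log2 because their maximum of 13.58 is too high for a natural or decimal logarithm of scanner intensities, and because the color scale of Fig. 2h covers a like range. The quantiles of the arrays are close to the same, with upper quartiles from 6.75 to 6.85, and whether the arrays were scaled to one another is not stated. The values were used as deposited. No detection calls were used, and signal over background is not known for single genes. The number of arrays, 1 per condition, limits the precision.

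Of the probes, 16010 have no gene symbol and 1814 have several, and both kinds were left out of the gene comparisons. Of the 23521 probes with 1 symbol, 23328 were matched by gene identifier to the RefSeq annotation of the mouse assembly GRCm38.p6, used for names only, and 193 were not matched and kept the symbol of the platform table. Where a gene had several probes, the one with the highest mean over the arrays was taken. A gene was compared if its highest value was at or above the median of all deposited values.

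Comparisons were differences of log2 values between 2W ND and Day0, 2W ND + 2W +D and 2W ND, 2W ND + 2W +D + 2W -D and 2W ND, 2W ND + 2W +D + 2W -D and 2W ND + 2W +D, and iPS and 2W ND. Genes were called at least 2-fold higher or lower with no test, because no condition has a replicate. Similarity of arrays was measured as the root mean square log2 difference, by hierarchical clustering over genes with at least 2-fold between highest and lowest array, and as the position of an array on the line from 2W ND to iPS. Return after withdrawal was the share of genes at least 2-fold different in 2W ND + 2W +D that were within 2-fold of 2W ND in 2W ND + 2W +D + 2W -D, with a 95% Wilson interval. Simulations of array error, 100 for each quantity, took the smallest robust spread between a pair of arrays (1.4826 times the median absolute deviation), that between 2W ND and 2W ND + 2W +D + 2W -D, as the error between 2 arrays. Gene lists of cell types, cell states and pathways, 374 genes in 30 lists, were compared by all members with a probe of 1 symbol, and 28 genes, such as Cd74, have none. Some genes stand in more than 1 list, such as Cldn4, Krt8 and Krt18 in the epithelial and transitional lists. Random lists were drawn in 20 bins of mean level. Named genes are those the paper names, the 10 genes with the largest difference in each direction of each comparison, and list members given as examples. From the 10 largest, predicted genes, small RNAs and receptor families were left out only where the form of the symbol shows them.

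The comparison was tested on simulated data before use. Of 200 genes raised 4-fold among 15436 in simulated arrays of 2W ND + 2W +D and 2W ND, 200 were found at 2-fold, with 1 unchanged gene past that threshold. The simulated error was normally distributed, alike for all genes and of the 0.23 spread between 2 arrays. With that setting the outcome is nearly fixed, so it checks the calculation and gives no rate of false calls on the real arrays. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. As alternatives, set in advance, the arrays were quantile normalized or their medians aligned, dim genes were not filtered or filtered at the 75th percentile, probes of a gene were averaged, all probes were used, the threshold was 4-fold, and genes of the fibroblast, smooth muscle and epithelial-mesenchymal transition lists or of the cell cycle list were left out. Further alternatives were the displacement from 2W ND along the direction from Day0 to iPS, as a share of the distance from Day0 to iPS, and other distances, linkages and gene sets for clustering. Alternatives without 7 cell type lists, and with every value below the median of all values raised to it, and with iPS compared with 2W ND + 2W +D + 2W -D for the overlap with Dox, were added later. The Dox-driven cassette and probes without a symbol were not analysed as genes.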

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

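Over the comparisons without the iPS array, 13 medians of gene lists that the paper does not discuss on the arrays were at least 1 log2 higher in a comparison and in the extreme upper tail of the random lists. Both limits were set after the list medians had been seen. The values have no replicate check.

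In 2W ND against Day0, the median difference was 3.48 for fibroblast genes, 4.86 for macrophage genes, 3.62 for leukocyte genes, 1.47 for genes of p53 and senescence and 1.33 for genes of epithelial-mesenchymal transition and TGF-β signaling. In 2W ND + 2W +D against 2W ND, it was 3.51 for smooth muscle genes, 1.17 for cell cycle genes, 1.02 for fibroblast genes and 1.01 for genes of epithelial-mesenchymal transition and TGF-β signaling. In 2W ND + 2W +D + 2W -D against 2W ND + 2W +D, it was 3.31 for ciliated cell genes, 3.18 for club cell genes, 2.21 for macrophage genes and 1.52 for leukocyte genes. With every value below 4.78, the median of all values, raised to it, which was chosen after seeing the data, the cell cycle median was 0.94, and the others stayed above 1.

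Members at or above that level show how far each list was present at the start. In Day0, 18 of 25 fibroblast genes, 4 of 7 macrophage genes and 4 of 9 leukocyte genes reached it, against 24, 7 and 8 in 2W ND. All 7 club cell genes and all 8 ciliated cell genes already reached it in Day0. With Dox 6 and 4 of them did, and after withdrawal 7 and 8. Also in Day0, 7 of 8 smooth muscle, 24 of 30 cell cycle and 10 of 11 p53 and senescence genes reached it. Of the 10 genes of epithelial-mesenchymal transition and TGF-β signaling, 6 did. On the iPS array, 25 of 25 fibroblast genes reached it, and their median log2 value there was 7.85.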

How the results depend on the processing

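With 1 array per condition, what limits these results is the lack of replicates, and genes near the floor carry mostly background. The grouping of the arrays in Fig. 2h was found in all 15 alternative clusterings (without the iPS array, its 2 remaining groupings). All 100 recomputed distances stayed within 1.5 times their value, as did 106 of 126 recomputed counts of genes. The shares of culture genes back within 2-fold of Day0 moved past their counting interval in 6 of 22 recomputations for the lower genes and 6 of 22 for the higher genes. For genes lower in 2W ND they ranged from 20.0% to 38.6% in 2W ND + 2W +D and from 17.9% to 27.8% in 2W ND + 2W +D + 2W -D, and for genes higher in 2W ND from 21.0% to 31.7% and from 9.73% to 20.7%. Of 6090 recomputed gene differences, 42 moved by more than 0.23, and of 580 list medians 16 did, 14 of them when every value below 4.78 was raised to it. That alternative, chosen after seeing the data, gave 96.0% of genes back within 2-fold, past the counting interval; the cause was not tested. At a 4-fold threshold the counts were 552 higher and 191 lower for 2W ND against Day0, 239 and 297 for 2W ND + 2W +D against 2W ND, 16 and 6 for 2W ND + 2W +D + 2W -D against 2W ND, 345 and 181 for 2W ND + 2W +D + 2W -D against 2W ND + 2W +D, and 849 and 982 for iPS against 2W ND, and the share back within the threshold was 99.1%; a stricter threshold gives fewer genes by construction. With all 41345 probes, 1704 were lower in 2W ND than in Day0, 2308 were higher in 2W ND + 2W +D than in 2W ND, 411 were higher and 463 lower in 2W ND + 2W +D + 2W -D than in 2W ND, 2359 were lower in 2W ND + 2W +D + 2W -D than in 2W ND + 2W +D and 3984 were higher in iPS than in 2W ND. The share back within 2-fold was then 88.8% and the position of 2W ND + 2W +D + 2W -D 0.0411, and more of the probes different with Dox were higher than lower (59.4% against 47.7% of genes), while for 2W ND + 2W +D + 2W -D against 2W ND the balance turned the other way (47.0% higher against 68.2% of genes). The cause was not tested. With the stricter filter on dim genes, which keeps fewer genes, 85 were higher and 38 lower in 2W ND + 2W +D + 2W -D than in 2W ND, and its position was 0.00939. Along the direction from Day0 to iPS, the displacement of 2W ND + 2W +D + 2W -D from 2W ND was -0.00121, with the opposite sign. The cause was not tested. For 2W ND + 2W +D the value lay between 0.165 and 0.243 in all alternatives, the lowest being its displacement along the direction from Day0 to iPS. It was 0.218 without 7 cell type lists, an alternative chosen after seeing the data. Aligning the array medians shifted 2W ND + 2W +D + 2W -D against 2W ND + 2W +D by 0.105 log2 and no other comparison by more than 0.1.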

Differences from the paper's values

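The paper's qRT-PCR of SPC, relative to freshly isolated cells, gives about 0.28 in 2W ND, about 0.46 in 2W ND + 2W +D and about 0.60 in 2W ND + 2W +D + 2W -D (Fig. 1h, read by eye). The array values of Sftpc relative to Day0 were 1.01, 1.00 and 1.04. All 3 differ from the paper's values under each of the alternatives set before the data were examined that can move them. These were quantile normalization (at least 0.901 in each), aligned array medians (1.05, 1.01 and 1.13) and the mean of a gene's probes (the same as the values given, since Sftpc has 1 probe). The methods differ, since qRT-PCR was normalized to GAPDH and run in triplicate for each sample. Sftpc lies near the top of the array scale, where signals can saturate, so the array ratios cannot decide whether SPC differed. Where the figure has SPC higher in 2W ND + 2W +D than in 2W ND, the arrays differ by -0.01 log2. Most other AEC-II genes on the arrays were lower in 2W ND than in Day0, as SPC is in the figure.

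By staining, the paper finds Hopx in most SPC-positive cells after 2 weeks of Dox. In 2W ND colonies it finds Hopx in AEC-I cells apart from the SPC-positive cells. Such cells also add to the RNA of a whole sample, so the 2 measures are unlike. On the arrays Hopx was at least 2.50-fold lower in 2W ND + 2W +D than in 2W ND, with log2 values of 5.08 in Day0, 6.10 in 2W ND, 4.69 in 2W ND + 2W +D and 6.00 in 2W ND + 2W +D + 2W -D. The value in 2W ND + 2W +D lies below 4.78, the median of all values, and that in Day0 close to it, so that the order of these 2 values is uncertain. By flow cytometry, the paper finds integrin β4 absent in the starting AEC-II cells and present in most cells after Dox. On the arrays Itgb4 had a log2 value of 6.59 in Day0, above the median of all values, and was higher in 2W ND + 2W +D (8.21) than in 2W ND (6.83), which is the direction the paper gives. Staining and flow cytometry count protein in cells, and the arrays measure RNA of a whole sample.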

Other observations

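Genes of p53 signaling and senescence were higher in culture. Their median log2 value was 6.88 in Day0, 8.67 in 2W ND, 8.96 in 2W ND + 2W +D and 8.79 in 2W ND + 2W +D + 2W -D. Of 11 such genes, 9 were at least 2-fold higher in 2W ND than in Day0, with the cell cycle inhibitor gene Cdkn1a 8.88-fold and Phlda3 7.89-fold higher, and none was 2-fold different from 2W ND with Dox or after withdrawal. Fibroblast, macrophage and leukocyte genes were higher in the same comparison, so that the cells behind this difference are not known. Of 6 MHC class II genes, 5 were lower in 2W ND than in Day0 (median log2 difference -1.57), with H2-Eb1 4.77-fold lower. Of 14 cholesterol synthesis genes, 3 were lower and none was higher (median -0.78), and 3 of 10 fatty acid synthesis genes were lower (median -0.44), with Elovl1 4.83-fold lower. Of 11 glycolysis genes, 3 were higher (median 0.43), and of 13 immediate early genes 4 were higher and 1 was lower (median 0.79), with Egr1 5.96-fold higher. Of 12 inflammatory genes, 4 were higher (3 counted from 4.78) and 1 was lower (median 0.77), with Saa3 (serum amyloid A) at least 122-fold and Ccl2 9.02-fold higher, and 12 of 15 interferon response genes were within 2-fold, with Ifit2 at least 2.89-fold higher. Elovl6, a fatty acid elongase, was 8.67-fold higher with Dox and within 2-fold of 2W ND after withdrawal.

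Single airway genes differed between 2W ND + 2W +D + 2W -D and 2W ND in both directions. Krt15 was at least 20.0-fold higher and Krt14 11.5-fold lower in 2W ND + 2W +D + 2W -D, and of 6 basal cell genes 1 was higher, 2 were lower and 3 were within 2-fold (median -0.64, and -0.17 with values below 4.78 raised to it). Scgb3a1 was 12.7-fold and Reg3g at least 10.1-fold higher, and 3 of 7 club cell genes were higher and 1 was lower (median 0.74). Cldn4, higher with Dox, was 3.27-fold lower than in 2W ND. With Dox, Muc5ac, an airway mucin gene, was at least 52.7-fold higher and Ctse, a cathepsin gene, also higher (log2 11.91 against 6.19), and Cyp2b10 was at least 52.0-fold lower. Of 14 distal lung progenitor genes, 4 were higher with Dox and 1 was lower (median 0.38), with Etv4 2.99-fold higher. Of 18 genes the paper names, 3 were higher with Dox, 3 were lower and 12 were within 2-fold.

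Of the tests of explanations, those of the same RNA, of another culture, of endothelial cells alone, of loss alone over genes higher in iPS than in 2W ND + 2W +D + 2W -D and of a lower share of AEC-II cells were chosen only after the results were seen, as were the random deals of differences among genes. The tests of the same RNA and of loss alone replace earlier ones that could not decide. The bounds of the tests of another culture and of endothelial cells were reworded after a first run, which for endothelial cells turned an undecided result into one against. For leukocytes and endothelial cells, neither bound set beforehand was met, so that by those bounds the test is undecided. It was judged instead on leukocyte and macrophage medians above 1, a condition added after their values were seen.

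The 2W ND + 2W +D + 2W -D array lies nearest to 2W ND. Feeder RNA shared by both cultures would leave epithelial genes as far apart as with Dox, but over 57 epithelial genes the distance from 2W ND was 2.55 times as large for 2W ND + 2W +D (0.922) as for 2W ND + 2W +D + 2W -D (0.362), which argues against it as the whole cause. The same RNA on both arrays is argued against by 7 of the 29 gene lists apart from the genes the paper names, fixed beforehand, whose median difference lay above (4) or below (3) all random lists of like level, among them fibroblast and smooth muscle genes above and macrophage genes below, since array error does not follow cell types. Another culture without Dox under this label cannot be told apart from a return. Still different in the direction of Dox were 77 genes, against at most 25 when the differences were dealt out at random. The covariance with the Dox difference (0.0474) is below the whole variance of the withdrawal difference (0.103), the most that error of the shared 2W ND array can give. It is also below the square of the robust spread between these 2 arrays (0.0523), which gives large differences little weight. Normally distributed error of that spread put 1 unchanged gene past 2-fold in the simulated arrays, so it would not give the 77 genes. Larger errors of single genes on the shared array cannot be judged without replicates. The paper's transgene, colony and staining measures after withdrawal follow the label of that culture and the return the paper describes, but they do not identify the RNA on this array.

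The 2W ND + 2W +D array lies toward iPS. Error of the shared 2W ND array is argued against as the whole cause. The displacement from 2W ND along the direction from Day0 to iPS, an axis without that array, is 0.737 of the position on the line from 2W ND to iPS. Proliferation stays open: the position without the cell cycle list is 0.997 of that with it, but the list holds 2.30% of the squared length of the axis, so that leaving it out tests little. Loss of genes of the cultured cells without gain of iPS genes was undecided by the bounds set beforehand. The position over genes higher in iPS was 0.389 of that over genes lower in iPS (0.127 against 0.326). Day0 lay at 0.0209 over the higher and 0.247 over the lower genes. In simulations of array error, an unchanged culture lay at most at 0.00978 over the higher genes. For cell cycle genes the values argue against an absence of gain. Of 30, 18 were at least 2-fold higher with Dox (15 counted from 4.78) and 29 in iPS cells. Over all genes higher in iPS, a gain beyond that of genes of like level stays open, since the count with no array shared lies within random deals. The deals keep the number of genes raised with Dox, so they ask only whether the gain favours genes higher in iPS. Of genes higher in iPS than in 2W ND + 2W +D + 2W -D, 221 were higher with Dox, against 198 on average and at most 232 in the deals. Of 1000 deals, 29 were as large. With values below 4.78 raised to it, 177 were higher, against at most 173. The change of medium, the passage and the Dox itself are confounded on these arrays and were not tested apart.

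Genes lower in 2W ND than in Day0 could stem from other cells in the fresh isolate, which the sort for CD45 and CD31 would remove. Leukocytes are argued against by the leukocyte median of 3.62 and the macrophage median of 4.86, both higher in 2W ND, where a loss would lower them. Endothelial cells, whose genes had a median of -0.87, are argued against as the whole cause by the AEC-II median of -1.45, since their loss cannot lower AEC-II genes, but they stay open for the endothelial genes themselves. A lower share of AEC-II cells in the culture is argued against as the whole cause, since it would lower AEC-II genes alike, but their differences had an interquartile range of 2.28 log2 (2.04 without the 4 genes above 13 in Day0). A response of AEC-II cells to culture, which the paper gives, stays open, as does a lower share of these cells.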
